# An Approach to Intersectionally Target Mature Enteroendocrine Cells in the Small Intestine of Mice

**DOI:** 10.3390/cells13010102

**Published:** 2024-01-04

**Authors:** Christian Vossen, Patricia Schmidt, Claudia Maria Wunderlich, Melanie Joyce Mittenbühler, Claas Tapken, Peter Wienand, Paul Nicolas Mirabella, Leonie Cabot, Anna-Lena Schumacher, Kat Folz-Donahue, Christian Kukat, Ingo Voigt, Jens C. Brüning, Henning Fenselau, F. Thomas Wunderlich

**Keywords:** Dre/rox, Cre/loxP, enteroendocrine cells of small intestine, EEC, *Cck*-expressing I cell, *Sst*-expressing D cell, *Gcg*-expressing L cell

## Abstract

Enteroendocrine cells (EECs) constitute only a small proportion of *Villin-1 (Vil1)*-expressing intestinal epithelial cells (IECs) of the gastrointestinal tract; yet, in sum, they build the largest endocrine organ of the body, with each of them storing and releasing a distinct set of peptides for the control of feeding behavior, glucose metabolism, and gastrointestinal motility. Like all IEC types, EECs are continuously renewed from intestinal stem cells in the crypt base and terminally differentiate into mature subtypes while moving up the crypt–villus axis. Interestingly, EECs adjust their hormonal secretion according to their migration state as EECs receive altering differentiation signals along the crypt–villus axis and thus undergo functional readaptation. Cell-specific targeting of mature EEC subtypes by specific promoters is challenging because the expression of EEC-derived peptides and their precursors is not limited to EECs but are also found in other organs, such as the brain (e.g., *Cck* and *Sst*) as well as in the pancreas (e.g., *Sst* and *Gcg*). Here, we describe an intersectional genetic approach that enables cell type-specific targeting of functionally distinct EEC subtypes by combining a newly generated Dre-recombinase expressing mouse line (*Vil1-2A-DD-Dre*) with multiple existing Cre-recombinase mice and mouse strains with rox and loxP sites flanked stop cassettes for transgene expression. We found that transgene expression in triple-transgenic mice is highly specific in I but not D and L cells in the terminal villi of the small intestine. The targeting of EECs only in terminal villi is due to the integration of a defective 2A separating peptide that, combined with low EEC intrinsic *Vil1* expression, restricts our *Vil1-2A-DD-Dre* mouse line and the intersectional genetic approach described here only applicable for the investigation of mature EEC subpopulations.

## 1. Introduction

The intestinal epithelium is an extremely dynamic and regenerative organ. Crypt-based *Lgr5*-positive stem cells give rise to all different IEC populations along the crypt–villus axis, such as enterocytes, goblet, and tuft cells, as well as to all different enteroendocrine cells (EECs) [1]. The intestinal epithelium is completely renewed every 3–5 days [2]. Thus, most intestinal cell types differentiate and mature while migrating from the crypt towards the villus tip, where IECs die and are shed into the gut lumen. The low abundant EECs, constituting approximately 1% of the intestinal epithelium, also jump onto this conveyor belt while maturing, although EEC subtypes can be retained close to the crypt–villus junction already secreting hormones [3,4]. EECs regulate fundamental processes such as intestinal motility, mucosal immunity, glucose metabolism, and appetite via the actions of hormones that are specific to each EEC subtype [5,6]. Classic EEC annotation defined L cells (*Glp1*), I cells (*Cck*), D cells (*Sst*), EC cells (5-HT), S cells (*Sct*), X cells (*Ghrl*), K cells (*Gip*), and N cells (*Nts*) according to the expression of a specific hormone/neuroactive peptide the cells secrete (see parentheses). However, the emerging use of single-cell transcriptomics revealed that categorizing EECs might be even more complex, as the simultaneous expression of multiple, similar hormones in a coordinated manner was observed [3,7,8,9,10]. Hence, EECs can be classified into more than 20 different subtypes [5]. All EECs were found to express molecular markers such as *Neurog3* and *Neurod1* at specific developmental stages [3,11]. Therefore, making use of *Neurog3* and *Neurod1* promoters to drive the expression of Cre recombinase is amenable to the conditional manipulation of all EECs [12,13]. However, the specific manipulation of L, I, and D cells via the expression of a Cre recombinase under the control of their specific hormonal promoter is limited due to the fact that these hormones are also expressed by neuronal cell types in the brain, islet cells in the pancreas, and other sites. A significant step forward in specifically manipulating subpopulations of cells has been made via establishing the intersectional approach where two recombinase systems (either Cre/loxP and Dre/rox or Cre/loxP and Flp/Frt) are combined to define and manipulate cell types more stringently [14,15]. Two recent reports described the specific targeting of EEC subtypes via a combination of two different novel *Vil1*-*Flp*-expressing mice, restricting *Flp* expression to the intestine with existing Cre mice under the control of EEC hormonal promoters [7,10]. Using the intersectional Cre/Flp approach, both reports were able to effectively target EEC subpopulations to give important insights into how specific EEC subtypes regulate food intake, gut motility, and appetite [7,10]. However, neither report was able to address a functional distinction of villus EECs versus their crypt-based lineage precursors since *Vil1*-*Flp* transgenes were expressed constitutively in intestinal stem cells. Differences in gene expression profiles between early and mature EECs have been addressed by scRNAseq in mice expressing a bi-fluorescent protein that changes color over time [3]. The differential expressional profiles between early and late EECs revealed a time-dependent hormonal expression that highlights the plasticity during EEC development. In line with this evidence, a bone morphogenetic protein (BMP) signaling gradient along the crypt–villus axis drives the EEC flexible hormonal profile [16], indicating that villus EECs switch their hormone expression upon leaving the crypt, thus suggesting functional differences between crypt and villus EECs dependent on their location and developmental stage. However, the functional adaptations between crypt and villus EECs have not been addressed. Here, we describe an approach to specifically target differentiated villus EEC subpopulations via an intersectional Cre/Dre approach. We successfully established a temporally controllable Dre by the N-terminal fusion of a mutant *E. coli* dihydrofolate reductase (ecDHFR) to Dre in vitro. Of note, ecDHFR used as a destabilizing domain (DD) to Cre has already been shown to enable the effective temporal control of Cre-mediated recombination [17]. Thus, we generated a *Vil1-2A-DD-Dre* CRISPR/Cas9 knock-in mouse strain. We found that inducing Dre activity by trimethoprim (TMP) administration in vivo was ineffective due to the usage of a non-cleavable 2A peptide separating *Villin-1* from *DD-Dre*. Indeed, an aberrant VIL1::DD-Dre fusion protein was constantly degraded, independent of TMP. Of great interest, however, the use of our *Vil1-2A-DD-Dre* mouse line allowed specific targeting of mature IECs in the villus, and, importantly, *Vil1* inactivation did not affect intestinal physiology and morphology, consistent with previous findings [18]. We found that villus I cells, but not L and D cells, show low *Vil1* expression, as revealed by scRNAseq and RNAscope. Taken together, our newly developed genetic approach reveals critical aspects of functionally distinct EECs and constitutes a resource for targeting mature villus EEC subtypes.

## 2. Material and Methods

### 2.1. Animal Care

Mouse housing and handling were in compliance with the animal protection guidelines given by the local government authorities (Bezirksregierung Köln). All performed procedures were approved and authorized by the “Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen” (81-02.04.2019.A142).

Transgenic mouse lines such as *R26-rx-ZsGreen* [14], *R26-rx-fl-tdTomato* (JAX#021876), *R26-fl-tdTomato* [19], *Gcg-Cre* (JAX#030663), *Sst-Cre* (JAX#013044), *Cck-Cre* (JAX#012706), and control mice were maintained in a barrier-protected facility in individually ventilated cages (IVCs) at 22 °C and subjected to a 12 h day/night cycle. The housing conditions were improved by enrichment materials in the cage. Animals had ad libitum access to filtered water and food and were fed a normal chow diet (NCD) consisting of 57 kJ% carbohydrates, 34 kJ% proteins, and 9 kJ% fat (Ssniff). All experimental mice were sacrificed by cervical dislocation for organ collection.

### 2.2. Generation of Vil1-2A-DD-Dre Mice

*Vil1-2A-DD-Dre* mouse line was generated under license 84-02.04.2015.A025 in the Transgenesis Core Facility of MPI for Biology of Ageing using standard CRISPR/Cas9 protocols. Briefly, two gRNAs flanking the stop codon of *Vil1* were designed (g1: GTCCACCGAAGACTTCACTA; g2: CAGGACTAAAACCAGTAATG) ordered as crRNA assembled with trRNA, mixed with Cas9 protein and ssMegamer repair template (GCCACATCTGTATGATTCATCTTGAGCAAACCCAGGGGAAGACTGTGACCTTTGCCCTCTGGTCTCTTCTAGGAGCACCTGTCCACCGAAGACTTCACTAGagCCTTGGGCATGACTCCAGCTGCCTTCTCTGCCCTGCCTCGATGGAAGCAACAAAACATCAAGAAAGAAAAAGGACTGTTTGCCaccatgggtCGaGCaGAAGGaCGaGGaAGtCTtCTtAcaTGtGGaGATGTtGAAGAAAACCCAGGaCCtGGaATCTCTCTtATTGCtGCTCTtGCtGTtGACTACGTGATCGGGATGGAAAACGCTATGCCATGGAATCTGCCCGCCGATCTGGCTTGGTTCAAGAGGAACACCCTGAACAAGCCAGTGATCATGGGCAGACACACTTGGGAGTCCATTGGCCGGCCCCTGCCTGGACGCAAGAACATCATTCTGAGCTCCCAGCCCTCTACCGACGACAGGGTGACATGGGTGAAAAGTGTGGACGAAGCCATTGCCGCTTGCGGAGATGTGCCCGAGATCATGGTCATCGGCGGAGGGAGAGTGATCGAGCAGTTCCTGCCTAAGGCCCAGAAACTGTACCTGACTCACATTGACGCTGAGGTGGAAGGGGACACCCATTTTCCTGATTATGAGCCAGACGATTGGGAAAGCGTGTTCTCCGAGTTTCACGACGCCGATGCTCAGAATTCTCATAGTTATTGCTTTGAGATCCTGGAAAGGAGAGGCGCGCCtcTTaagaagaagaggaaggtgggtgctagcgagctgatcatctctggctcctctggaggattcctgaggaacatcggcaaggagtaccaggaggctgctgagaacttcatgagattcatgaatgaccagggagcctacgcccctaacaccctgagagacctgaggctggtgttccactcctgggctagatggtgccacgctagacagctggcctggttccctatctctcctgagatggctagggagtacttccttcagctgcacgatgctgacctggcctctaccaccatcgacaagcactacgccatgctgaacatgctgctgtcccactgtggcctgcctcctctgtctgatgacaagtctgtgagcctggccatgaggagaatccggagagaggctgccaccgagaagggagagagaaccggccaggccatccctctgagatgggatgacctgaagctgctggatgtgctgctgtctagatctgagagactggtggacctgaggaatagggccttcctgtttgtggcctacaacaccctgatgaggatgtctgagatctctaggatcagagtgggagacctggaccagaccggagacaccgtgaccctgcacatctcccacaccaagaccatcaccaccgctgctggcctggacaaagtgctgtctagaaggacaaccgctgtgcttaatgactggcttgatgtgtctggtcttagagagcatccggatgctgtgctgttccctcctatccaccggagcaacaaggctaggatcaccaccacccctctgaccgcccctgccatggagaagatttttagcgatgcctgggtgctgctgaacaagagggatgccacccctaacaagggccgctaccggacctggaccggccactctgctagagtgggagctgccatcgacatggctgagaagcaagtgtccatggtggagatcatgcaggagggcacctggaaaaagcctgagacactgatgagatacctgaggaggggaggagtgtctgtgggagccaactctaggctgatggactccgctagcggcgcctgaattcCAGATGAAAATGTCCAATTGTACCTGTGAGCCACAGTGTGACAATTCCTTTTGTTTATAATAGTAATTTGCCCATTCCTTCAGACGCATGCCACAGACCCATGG) to inject into C57BL/6N oocytes. Injected oocytes were implanted into oviduct of foster mothers; 15 offspring were born, from which 5 carried the *Vil1-2A-DD-Dre* insertion verified by PCR using primers (5′Vil1typ: GTGGCCTGACTGACTACACGGACA; 3′Vil1typ: CCAGAGAGCTTCAATTCTCAAAA; 3′Dre: CCTCAGGAATCCTCCAGAGGA) to result in 819 bp targeted and 310 bp wt bands. R1 and R2 PCR reactions described in Figure 2 were carried out for founder 4. Bands were subcloned into pGEM-T easy (Promega) and sequenced (Figure S2a).

### 2.3. In Vivo DD-Dre Recombination Activity Assessment

Intestinal Vil1-DD-Dre efficiency was analyzed in *R26-rx-STOP-rx-ZsGreen* reporter mice carrying the *Vil1-2A-DD-Dre* allele either hetero- or homozygously. A total of 300 µg/g BW TMP solution (Trimethoprim lactate salt, Sigma (Taufkirchen, Germany) T0667 in 20% DMSO in 1× PBS) was administered to adult female and male mice via i.p. injection or oral gavage on three consecutive days. Mice were sacrificed 1–3 days after the last injection, and the small intestine and colon were removed. The small intestine was divided into three parts representing the duodenum, jejunum, and ileum from proximal to distal. Intestinal parts were opened longitudinally, and intestinal contents were removed using forceps. Next, swiss roll mounts were generated, and the tissue was covered with tissue freezing medium (Leica) in cryomolds and frozen on dry ice without fixation. Moreover, 10 µm sections were generated with a cryostat and mounted onto SuperFrost Plus slides (ThermoFisher, Langenselbold, Germany). For ZsGreen quantification, slides were thawed 10 min in ice-cold 4% PFA in PBS solution. Residual PFA was washed off 3 × 5 min with PBS, and sections were embedded and counterstained using Vectashield Antifade Mounting Medium containing DAPI (Vector Laboratories, Newark, CA, USA). Sections were imaged, and ZsGreen^+^ IECs were quantified using Fiji (NIH), as stated below.

### 2.4. Analysis of Gene Expression

Isolated IECs, crypts, or intestinal pieces were homogenized in QIAzol lysis reagent (Qiagen) using a T10 Ultra-Turrax homogenizer (IKA, Stauffen, Germany). Chloroform was added, and the samples were vortexed and left for 3 min on the bench. Next, phases were separated by centrifuging for 15 min at 12,000 rpm and 4 °C. The aqueous phase was transferred and mixed with one volume of 70% EtOH. Afterward, total RNA was purified using an RNAeasy Mini Kit (#74106, Qiagen, Hilden, Germany) according to the manufacturer’s instructions. DNA was digested for 15 min on the spin columns using an RNase-Free DNase set (#79254, Quiagen). RNA was reversely transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (#4368813, Applied Biosystems, Waltham, MA, USA). Additionally, 50–100 ng cDNA was used for Real-time qPCR-based expression analysis using Takyon Low ROX Probe 2× MasterMix dTTP blue (#UF-LPMT-B0701, Eurogentec, Seraing, Belgium) and TaqMan probes (*Alpi*-FAM: Mm01285814_g1, *Lgr5*-FAM: Mm00438890_m1, *Tbp*-VIC: Mm00446973_m1). DD-Dre expression was determined using a custom-designed probe (*DD-Dre*-FAM probe 5′-3′: AAG GTG GGT GCT AGC GAG CTG A; Primer 5′-3′: 5′ AGA TCC TGG AAA GGA GAG GC; 3′ CTC AGG AAT CCT CCA GAG GA). Gene expression analysis was performed using a QuantStudio 7 Flex Real-Time PCR System and the QuantStudio Real-Time PCR Software v1.7.1 (Life Technologies, Carlsbad, CA, USA). Target gene expression was normalized to the mRNA expression levels of the TATA-binding protein (*Tbp*) and analyzed using the 2^−ΔΔCt^ method. Expression levels are represented relative to the respective control condition.

### 2.5. IEC Isolation and Ex Vivo Treatment

The small intestine and colon were removed from mice, and the small intestine was divided into three parts representing the duodenum, jejunum, and ileum from proximal to distal. Intestines were washed in ice-cold PBS by vortexing. Then, the samples were incubated for 30 min at 37 °C with horizontal rotation in 20 mL predigestion solution (1× HBSS without magnesium/calcium, 10 mM HEPES, 5 mM EDTA, 1 mM DTT, and 2% FCS). IECs were detached by intensive vortexing and harvested on ice using a 100 μm cell strainer (Greiner, Kremsmünster, Austria). To increase the IEC yield, samples were vortexed a second time in 10 mL predigestion solution, and cell suspensions were pooled. Afterward, IECs were collected by centrifugation (10 min at 50 g and 4 °C) and resuspended in 1X HBSS/2%FCS solution. IECs were treated with 2 µM TMP for 4 h at 37 °C with horizontal rotation. Cells were collected by centrifugation (5 min at 8000 rpm and 4 °C) and snap-frozen in liquid nitrogen.

### 2.6. Crypt–Villus Fractionation

The proximal 5 cm of the small intestine was removed from mice and opened longitudinally in ice-cold PBS. To obtain the villus fraction, villi were gently scraped off using a hemocytometer coverslip and snap-frozen in liquid nitrogen. To isolate primary crypts, the remaining tissue was cut into 1–2 mm pieces and washed in PBS by pipetting up and down with a Pasteur pipette. Then, crypts were detached by means of incubation in 2.5 mM EDTA in PBS solution for 40 min at 4 °C. Crypts were isolated by pipetting up and down in 10 mL 1% FCS in PBS using a Pasteur pipette and collected on ice using a 70 µm cell strainer. To increase the crypt yield, the last step was repeated, and fractions were pooled. Afterward, crypts were collected by centrifugation (800 rpm for 5 min at 4 °C) and snap-frozen in liquid nitrogen.

### 2.7. Immunohistochemistry

All tissues used for immunofluorescence stainings or in situ hybridization were prepared, as described in the following: the small intestine and colon were removed from mice, flushed with ice-cold PBS using a syringe, and opened longitudinally. The small intestine was divided into three parts representing the duodenum, jejunum, and ileum from proximal to distal. Swiss roll mounts were generated and fixed for 24 h in a cassette immersed in 4% PFA in PBS at 4 °C. Samples were cryoprotected in 15% (*w*/*v*) sucrose in PBS, followed by 30% (*w*/*v*) sucrose in PBS until the tissue sank. Swiss rolls were embedded in tissue-freezing medium (Leica). Moreopver, 10 µm thick sections were generated with a cryostat and mounted onto SuperFrost Plus (ThermoFisher) slides for immunostaining or SuperFrost Plus Gold slides (ThermoFisher) for in situ hybridization.

### 2.8. In Situ Hybridization (RNA Scope)

Sections were thawed, washed with PBS, and baked for 1 h at 60 °C. Afterward, slides were soft-boiled in Target Retrieval solution (Cat No. 322000, ACD) at 95–99 °C for 12 min, rinsed in autoclaved Millipore water and dehydrated for 1 min in 100% ethanol. A hydrophobic barrier was painted around the samples using an ImmEdge hydrophobic barrier pen (Vector Laboratories), and the slides were left to dry overnight in the dark. The following incubation steps were carried out at 40 °C using the HybEZ hybridization system (#321462, ACD). Sections were treated with Protease Plus (#322331, ACD) for 25 min. Next, probe hybridization and amplification were performed according to the manufacturer’s instructions (Multiplex Fluorescent Detection kit v2, #323110, ACD). Target probes were multiplexed and tyramide-conjugated to Opal520, Opal570, or Opal650 fluorophores diluted 1:750 in TSA buffer (PerkinElmer, Waltham, MA, USA):
**Target Probes**Custom-Dre-C1 (442,641)Cck-C1 (402,271)Gcg-C1 (400,601)Sst-C2/C3 (404,631)Tac1-C1 (410,351)Tdtomato-C2/C3 (317,041)ZsGreen-C2 (461,251)Vil1-C3 (463,301)

Finally, sections were counterstained with DAPI and mounted using Vectashield Antifade Mounting Medium (Vector Laboratories).

RNA in situ hybridization was combined with immunofluorescence staining in order to co-label EEC marker expression and tdTomato protein abundance. For this, in situ hybridization was performed as described above, except for protease plus treatment, which was reduced to 15 min. Further, samples were not counterstained with DAPI after the final wash of the Multiplex Fluorescent Detection kit v2 (ACD), but instead, samples were washed 2 × 5 min in PBS. Thereafter, it was continued by incubating the samples in 0.3% glycine in PBS. All following steps were performed as described for immunofluorescence.

### 2.9. Immunofluorescence

Residual tissue-freezing medium was washed off the Swiss roll sections with PBS. A hydrophobic barrier was painted around the samples using an ImmEdge hydrophobic barrier pen (Vector Laboratories). Next, samples were treated for 10 min with 0.3% glycine in PBS, washed for 10 min with PBS, and permeabilized for 10 min with 0.03% SDS in PBS solution. Unspecific binding sites were blocked for 1 h with blocking solution (1× PBS, 3% donkey serum, 0.25% TritonX). Then, the primary antibody was applied in blocking solution (Goat Polyclonal anti-tdTomato, 1:4000, Sicgen, #AB8181-200) overnight at 4 °C. The next day, slides were washed 3 × 10 min with 0.1% TritonX in PBS. The secondary antibody (Donkey Polyclonal anti-goat IgG (H + L) Alexa Fluor 647, 1:500, Invitrogen, #A-21447) and DAPI (1:1000) were applied in 0.25% TritonX in PBS for 1 h at RT, followed by washing 3 × 10 min with 0.1% TritonX in PBS. Finally, slides were mounted using Vectashield Antifade Mounting Medium (Vector Laboratories).

### 2.10. Image Acquisition and Analysis

All images were acquired with an Olympus Slideview VS200 system using a 20×/0.80 UPlanXApo objective (Olympus, Hamburg, Germany). Afterward, tiff images were imported into Fiji (NIH) for further analysis.

As measurement for intestinal Vil1-DD-Dre activity and inducibility in vivo, ZsGreen^+^ IECs were quantified across the crypt–villus axis in duodenum, jejunum, ileum, and colon. Therefore, three crypts/villi of each mouse were divided into 4 equal quadrats, of which 1/4 represented the top 25% of the crypt–villus axis (villus tip) and 4/4 represented the bottom 25% of the crypt–villus axis (the crypt). Next, ZsGreen^+^ nuclei per total IEC number (DAPI^+^ nuclei) were determined per quadrant. DD-Dre activity is represented as mean of relative ZsGreen positivity per mouse.

### 2.11. Single-Cell RNA Sequencing of the Murine Intestinal Epithelium

Intestinal epithelial cells of C57BL/6N wildtype mice were isolated from the duodenum, jejunum, and ileum, as stated above. Isolated cells from three 12-week-old male mice were pooled in order to minimize artifacts originating from individual mice. IECs and intraepithelial immune cells were resuspended in 2% FCS in PBS and counterstained using propidium iodide (PI). Live cell sorting was performed with a BD FACSAria Fusion and BD FACSAria IIIu at 4 °C using a 100 μm nozzle and sheath pressure set at 20 psi. Live single cells were gated based on PI fluorescence. Sorted, PI-negative cells were collected in 1× PBS buffer containing 0.04% BSA for 10× genomics single-cell sequencing.

Isolated cells were processed using a 10× Genomics Chromium Controller. cDNA was prepared using the Chromium single-cell 3′ reagent kit v3 according to the manufacturer’s protocol (10× Genomics). The resulting cDNA was sequenced on Illumina NovaSeq 6000 systems, generating a library with an estimated number of 8.139–9.595 cells/sample. Cell ranger analysis (10× Genomics) was performed using version 3.0.2. Unique transcript (UMI) matrices of all three samples were merged into one object and analyzed in R (2023.6.2) using Seurat v4.3.0.1 (https://doi.org/10.1016/j.cell.2019.05.031). Cells were filtered, removing cells with less than 800 or more than 50,000 UMIs, less than 200 or more than 6000 features, and more than 40% of mitochondrial genes. 

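Of the 27235 barcodes of the 3 libraries, 16686 (61.3%) lay within these limits. The duodenum kept 4255 of 9501 barcodes (44.8%), the jejunum 4360 of 8139 (53.6%) and the ileum 8071 of 9595 (84.1%). The limit on mitochondrial UMIs removed most of the others, with 5129 barcodes above it in the duodenum, 3689 in the jejunum and 1291 in the ileum. Fewer than 800 UMIs were found in 46, 33 and 151 barcodes of the 3 segments in this order, and more than 50000 UMIs in 50, 42 and 63. Kept cells held a median of 12424 UMIs and 2844 genes in the duodenum, 11737 UMIs and 2499 genes in the jejunum, and 5536 UMIs and 1827 genes in the ileum. The median share of mitochondrial UMIs in these cells was 27.1%, 27.2% and 11.1%.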

Further, the standard Seurat workflow was used to integrate data across the different intestinal segments. (https://github.com/satijalab/seurat/blob/release/4.3.0/vignettes/integration_introduction.Rmd, acessed on 24 october 2023). Additionally, 2000 highly variable features and 30 principal components were used for graph generation and umap calculation. FindClusters at resolution = 0.8 was used to generate clusters on the integrated dataset. Clusters were manually annotated based on the markers in Figure S3 and panglaodb.se. 

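Among the kept cells, Chga (ENSMUSG00000021194; chromosome 12 of GRCm38, 102554969 to 102565028) and Neurod1 (ENSMUSG00000034701; chromosome 2, 79452521 to 79456751) were each counted in the cluster named here by its EEC markers. At least 1 UMI of both genes was found in 146 of its 169 cells, Chga in 150 and Neurod1 in 163. Outside that cluster, 11 kept cells held UMIs of both genes, 2 of them in the duodenum, 1 in the jejunum and 8 in the ileum. The level of Neurod1 in EECs lay between 8.31 and 10.8 UMIs per 10000 UMIs across the 3 libraries. In T cells, which should lack the gene, the level of Neurod1 reached at most 0.0339 in any library.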

After identifying enteroendocrine cells (EECs) based on Chga and Neurod1 expression, EECs were isolated using subset. EECs were re-clustered in the RNA assay using the standard Seurat pipeline (https://satijalab.org/seurat/articles/pbmc3k_tutorial.html, acessed on 18 August 2022) with the number of variable features to be used reduced to 200. A total of 30 principal components were used for graph generation and umap calculation, and FindClusters were run at resolution = 1.5. As we only ended up with 169 cells, unsupervised clustering was not sufficient to efficiently separate EEC subtypes (I-cells, D-cells, L-cells, K-cells, EC-cells, N-cells). Therefore, EEC subtypes were defined by their respective marker expression (I-cells = Cck > 4, D-cells = Sst > 4, L-cells = Gcg > 3, K-cells = Gip > 4, EC-cells = Tph1 > 2.5, N-cells = Nts > 4) and annotated as Cck_high, Sst_high, Gcg_high, Gip_high, Tph1_high, and Nts_high cells allowing to compare gene expression between subpopulations. In this step, 15 cells were omitted as none of the above markers exceeded the respective expression threshold. 

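The cluster named EEC here held 53 cells of the duodenum, 24 of the jejunum and 92 of the ileum, or 1.25%, 0.550% and 1.14% of the kept cells of each library. Over all libraries this share was 1.01% (95% binomial interval, exact, 0.866 to 1.18%).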

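On the scale of these thresholds, the natural logarithm of 1 plus UMIs per 10000 UMIs of a cell, the value of 4 used for Cck, Sst, Gip and Nts corresponds to 53.6 UMIs per 10000. For Gcg the threshold corresponds to 19.1 and for Tph1 to 11.2 UMIs per 10000. Cck exceeded its threshold in 22 EECs, Sst in 10, Gcg in 12, Gip in 25, Tph1 in 48 and Nts in 63. More than 1 marker exceeded its threshold in 24 cells. Cck was shared with Gcg in 7 cells and with Nts in 7, sets that overlap, and Sst with Gip in 4. The paper's text gives no rule for such cells. Here each was given to the marker that exceeded its threshold by the largest margin.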

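The same number of EECs, 15, exceeded none of the thresholds in the re-analysis, 7 in the duodenum, 1 in the jejunum and 7 in the ileum. Vil1 was counted at 6.44 UMIs per 10000 UMIs in these cells (95% Poisson interval 5.33 to 7.71, 119 Vil1 UMIs). Stratified by library, their level was 2.31 times that of the 154 other EECs (1.88 to 2.83), which held 475 Vil1 UMIs. In these 15 cells the 13 enterocyte marker genes stood at a median of 41.3% of their level in enterocytes of the same library, against 11.1% in the other EECs.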

Single-cell RNA sequencing data were deposited in NCBI Gene Expression Omnibus with an identifier: GSE250433

### 2.12. Cell Culture Experiments

Mouse embryonic fibroblasts (MEFs) carrying a CAG-rox-stop-rox-ZsGreen reporter construct in the ROSA26 locus were SV40 immortalized via transfection of an SV40-expression plasmid. MEFs were cultured in Dulbecco’s Modified Eagle Medium (DMEM) GlutaMAX™ (ThermoFisher) supplemented with 10% FCS (PAN-Biotech, Aidenbach, Germany), 1% penicillin/streptomycin, 1% non-essential amino acids, and 1% sodium pyruvate (all ThermoFisher) and kept on tissue-treated culture plates (TPP^®^) at 37 °C in a 95% humidified atmosphere with 5% CO_2_. Cells were transfected with pTE-DD-Dre/pET-Dre and pCAGGS-mCherry using Lipofectamine^®^ 2000 Reagent (Thermo Fisher) according to the manufacturer’s instructions. Then, 24 h post-transfection, MEFs were treated with 2 µM TMP (Sigma-Aldrich, Taufkirchen, Germany). Fluorescence images were taken using a Leica DMI3000B widefield Microscope (Leica).

### 2.13. Flow Cytometry

Quantitative flow cytometry was performed using the MACSQuant^®^ VYB Flow Cytometer (Miltenyi Biotech, Bergisch Gladbach, Germany). Cell pellets were resuspended in FACS buffer (Miltenyi Biotec). To sort out apoptotic cells, samples were stained 1:1000 with Aqua Fluorescent Reactive Dye (Thermo Fisher). The emission of ZsGreen was measured to determine the efficiency of the DD-Dre system, while the emission of mCherry served as a transfection control. The following gating strategy was used: forward scatter-area (FSC-A) vs. side scatter-area (SSC-A) dot blots for cell identification. Single cells were gated via side scatter-height (SSC-H) vs. SSC-A and forward scatter-height (FSC-H) vs. FSC-A dot blots. Dead and apoptotic cells are gated out according to their Aqua fluorescence. Data were analyzed by MACSQuant^®^ Analyzer 10 (Miltenyi Biotech) and Flowjo (Treestar, Woodburn, OR, USA).

### 2.14. Immunoblot Analysis and Quantification

To detect protein levels, immunoblot analysis was performed. Cells were resuspended in cell lysis RIPA buffer (50 mM Tris-HCL, pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.1% Natrium-Deoxycholate and phosphor-inhibitor cocktail (Roche, Basel, Switzerland)) and lysis was accelerated by three cycles of snap-freezing samples in liquid nitrogen. Protein concentration was determined with a bicinchoninic acid (BCA) assay by Pierce™ BCA Protein Assay Kit (ThermoFisher) according to manufacturer’s instructions. Cell lysates were diluted with Laemmli buffer (Bio-Rad) containing 10% β-mercaptoethanol (Applichem, Darmstadt, Germany) and boiled for 10 min at 95 °C. Proteins were separated according to the molecular weight on a gradient Protean TGX gel (Bio-Rad) at 200 V and blotted on a nitrocellulose membrane (Bio-Rad) using standard protocols. The membrane was washed three times for 10 min with 1× TBS containing 0.1% Tween (TBS-T) (Applichem) followed by a blocking step with TBS-T, containing 10% Western blocking reagent (WBR) (Roche Diagnostics) for 1 h at room temperature. Primary antibodies (polyclonal anti-dre, 1:1500, Diagenode, C15310170; anti-calnexin, 1:1000, Merck, AB2301; ant-villin-1, 1:1000, Invitrogen, PA5-22072; anti-mCherry, 1:2500, Invitrogen, AB356482) were applied in TBS-T containing 5% WBR at 4 °C overnight. On the next day, after three washing steps, anti-rabbit secondary antibody (Sigma-Aldrich, AB228341) was applied 1:4000 in TBS-T containing 5% WBR for 1 h at RT. The blot was analyzed using SuperSignal™ West Dura Luminol/Enhancer solution (Thermo Fisher). Bands were detected on a ChemiDoc MP Imaging System (Vilber Lourmat). The intensity of the bands was quantified using Fiji (NIH).

### 2.15. Statistics

Mice of indicated genotypes were assigned randomly to groups. Data are represented as mean ± SEM. Statistical significance was calculated using GraphPad prism 9. For comparison of two groups, a two-tailed unpaired Student’s *t*-test was performed. For comparison of more than two groups, a two-way ANOVA with Šídák’s multiple comparisons testing was performed. Statistical significance is indicated as follows: * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001.

## 3. Results

### 3.1. Examination of TMP-Inducible DD-Dre System In Vitro

Until now, mature EECs cannot be specifically targeted in a conditional manner. While EECs initiate hormonal gene expression in the crypt, a BMP gradient from the crypt to the villus alters the expression profiles during maturation [3,16]. The specific tracking and manipulation of these villus EECs might be possible using an intersectional and inducible approach that allows the restriction of transgene expression to villus-migrated EECs. To this end, we sought to employ intersectional genetics by using existing Cre mice with a temporally controlled intestinal Dre recombinase system. To establish an inducible Dre system, we generated a plasmid encoding a destabilizing domain (DD) N-terminally fused to Dre. The expression of the fusion protein is regulated by the CAG promoter to test the efficiency of the DD-Dre system in vitro. Without the inducer trimethoprim (TMP), DD-Dre is targeted for proteasomal degradation, whereas TMP supplementation should stabilize DD-Dre to cause the recombination of rox-flanked targets (Figure 1a). pTE-DD-Dre or pTE-Dre plasmids were co-transfected with a mCherry-encoding plasmid into immortalized MEFs carrying a targeted ROSA26 insertion of a rox-flanked STOP cassette that prevents the expression of *ZsGreen* (Figure 1a). Moreover, 24 h after transfection, cells were treated with 2 µM TMP for 24 h and then subjected to flow cytometry (Figure 1b). While TMP treatment had no effect on pTE-Dre-mediated recombination, TMP increased the number of ZsGreen^+^ cells transfected with pTE-DD-Dre two-fold compared to non-treated controls. Of note, TMP-induced DD-Dre activity was approximately 90% of Dre, whereas, without the TMP, the background activity of DD-Dre was 45% (Figure 1b). Next, we aimed to determine the DD-Dre protein dynamics and TMP dependency using Western blot analysis (Figure 1c,d). While without TMP, low amounts of DD-Dre protein could be detected, prolonged TMP treatment stabilized DD-Dre fusion protein substantially until 8 h of treatment. Conversely, when we stimulated transfected cells for 8 h and removed TMP from the medium, a decline in DD-Dre fusion protein abundance was observed between 30 min and 8 h (Figure 1e,f). Taken together, DD-Dre shows inducible and efficient recombination in vitro that can be applied for genetic manipulation of IECs in vivo.

### 3.2. CRISPR/Cas9-Mediated Insertion of DD-Dre into IEC-Specific Vil1 Gene of C57BL/6N Mice

Next, we generated IEC-specific DD-Dre mice via CRISPR/Cas9-mediated transgenesis of the *Vil1* gene in C57BL/6N oocytes. *Vil1* is expressed exclusively in IECs, and promoter constructs were successfully used previously to express Cre recombinase in the intestine [20]. Two gRNAs flanking the STOP codon of the *Vil1* gene were co-injected with Cas9 protein and an SSmegamer repair template carrying homology arms to the *Vil1* gene and an in-frame fusion of *2A-DD-Dre* into C57BL/6N oocytes (Figure 2a). Genotyping revealed that out of 15 born pubs, 5 carried the *Vil1-2A-DD-Dre* insertion (Figure 2b). Founder mouse 4 was selected to carry out PCR reactions R1 and R2 in order to sequence the *Vil1* insertion (Figure S2a). The correct integration of the 2A-DD-Dre construct in-frame to the endogenous *Vil1* gene was confirmed (Figure 2a,c). Upon establishment of the *Vil1-2A-DD-Dre* line, qPCR revealed a descending *DD-Dre* expression from the duodenum to the distal colon, as previously observed for *Vil1* [20,21]. As expected, *DD-Dre* expression was not detectable or was very low in the liver, spleen, muscle, brain, lung, pancreas, and kidney, indicating the IEC-specific *DD-Dre* expression from the endogenous *Vil1* gene (Figure 2d and Figure S2b). Since low DD-Dre expression in the colon might not be sufficient for efficient Dre-mediated recombination, we crossed *Vil1-2A-DD-Dre* mice to homozygosity and examined *DD-Dre* expression via qPCR (Figure 2d). This analysis revealed an allele-dependent increase in *DD-Dre* expression throughout the GI tract with a still low expression in the proximal and distal parts of the colon. To confirm these findings on the cellular level, we performed RNAscope ISH from the small intestine and colon of *Vil1-2A-DD-Dre* heterozygous mice using probes detecting *Vil1* and *Dre* mRNAs (Figure 2e). While we observed the overlapping expression of *Vil1* and *Dre* in villi of the small intestine, the expression could not be detected in the crypts of the small intestine and colon. Consistent with this, crypt and villus fractionation followed by qPCR confirmed reduced *Vil1* expression and no detectable *DD-Dre* expression in crypts, indicating that stem cells and early progenitors exhibit lower levels of *Vil1* expression (Figure 2e,f). Of note, only the most apical, lumen-oriented enterocytes of the colon expressed *Vil1* and *Dre*. Next, we isolated small intestinal IECs from control, heterozygous, and homozygous *Vil1-2A-DD-Dre* mice and exposed them to TMP ex vivo to determine the dynamics of DD-Dre protein stabilization via Western blot (Figure 2g). However, while we failed to detect DD-Dre protein, Western blot for VIL1 revealed a genotype-dependent reduction in VIL1 protein with nearly complete absence in homozygous mice. This indicated the formation of a fusion between VIL1 and DD-Dre that is proteosomally degraded. In fact, the non-functional 2A peptide used in *Vil1-2A-DD-Dre* line fails to perform self-cleavage opposite to P2A as revealed in independent sets of transient transfection experiments with *Cre-2A-ZsGreen* and *Cre-P2A-ZsGreen* encoding plasmids (Figure S2c). Conclusively, these results suggest that our *Vil1-2A-DD-Dre* insertion creates a VIL1::DD-Dre fusion protein due to a non-functional 2A peptide, and this fusion protein is constantly degraded to generate *Vil1* knock-out mice. Of note, *Vil1* inactivation was reported to neither affect the murine intestinal physiology nor morphogenesis [18].

### 3.3. TMP-Independent Dre-Mediated Recombination in the Small Intestine of Vil1-2A-DD-Dre Mice

Since *Vil1* inactivation did not cause a phenotype in mice, we next sought to examine whether *Vil1-2A-DD-Dre* mice are suitable to activate transgene expression in IECs. To this end, we generated mice with a Dre-dependent ROSA26-ZsGreen reporter construct with heterozygous and homozygous *Vil1-2A-DD-Dre* insertion to determine DD-Dre activity (Figure 3a). Mice were orally treated or i.p. injected with TMP for three consecutive days. Controls did not receive TMP. Then, 1–3 days after the last TMP administration, mice were sacrificed, intestines were removed, and ZsGreen^+^ IECs were quantified. Using this protocol, we expected approx. 50% ZsGreen^+^ IECs derived from crypts in case TMP-inducible DD-Dre recombination occurred in intestinal stem cells. To provide the special resolution of the Dre activity, the crypt–villus axis was divided into four equal quadrants, of which 1/4 represents the villus tip and 4/4 represents the crypt (Figure 3b). DD-Dre activity occurred independent of TMP treatment and was similar in heterozygous and homozygous *Vil1-2A-DD-Dre* mice. Moreover, DD-Dre activity was restricted to the small intestine, following the expression gradient from the duodenum to the ileum (Figure 2d). In line, DD-Dre activity was virtually absent in the colon (Figure 3c–f). According to the expression pattern of *Vil1* and *DD-Dre*, recombination efficiency was absent in 4/4 of the crypts, where intestinal stem cells reside, and started in 3/4 to increase to 2/4, ultimately resulting in 100% recombination efficiency in 1/4. Recombination efficiency was similar between heterozygous and homozygous *Vil1-2A-DD-Dre* mice with or without TMP treatment. To determine the correlation between *DD-Dre* and *ZsGreen* expression upon Dre-mediated recombination of the rox-flanked stop cassette, we performed RNAScope ISH in non-induced *Vil1-2A-DD-Dre:R26-rx-ZsGreen* mice (Figure 3g). *DD-Dre* expression preceded *ZsGreen* expression in the villus axis most likely accumulating in the differentiated IECs before getting active. Conclusively, the *Vil1-2A-DD-Dre* can be used for non-inducible Dre-mediated recombination strategies, specifically in mature IEC subpopulations of the small intestine. Despite the non-inducibility of the *Vil1-2A-DD-Dre*, its late activity in mature IECs might still enable us to specifically target mature villus EECs using an intersectional Cre/Dre approach.

### 3.4. Intersectional Expression of tdTomato in Mature EECs

While developing in the crypt, EECs express many different peptides and only show full lineage commitment to *Cck*-, *Sst*-, and *Glp*-*1* expressing I, D, and L cells when moving upwards the villus [3,16]. Here, *Glp-1*-expressing L cells remain mainly in the crypts of the colon and ileum, whereas *Sst*-expressing D cells and *Cck*-expressing I cells also localize at more apical sites throughout the small intestine (Figure 4a). To determine the potential for an intersectional approach in mature I, D, and L cells, we intercrossed *Cck-Cre*, *Sst-Cre,* and *Gcg-Cre* mice with heterozygous *Vil1-2A-DD-Dre* and Dre/Cre-dependent *ROSA26-rx-fl-tdTomato* mice (Figure 4b). *Cck-Cre* is expressed in neurons, lungs, I cells, and other EEC subtypes. Similarly, *Sst* is expressed in pancreatic islet cells, and *Sst*-Cre effectively recombines loxP-flanked stop cassettes in various neuronal populations in the brain as well as in D cells in the GI tract (Figure S3a–c). Likewise, *Gcg*-Cre is expressed in pancreatic alpha cells and by *Glp-1*-expressing L cells in the terminal ileum and colon, as well as in the brainstem (Figure S3a). Therefore, the use of a dual-recombinase system that confers intestinal specificity is indispensable in order to specifically target intestinal EEC subtypes. As *Vil1-2A-DD-Dre* expression is restricted to villus-migrated IECs in the small intestine, an intersection is created that only a population of mature I, D, or L cells should display Cre and Dre activity (Figure 4b). Triple-transgenic (*Cck-Cre* or *Sst-Cre* or *Gcg-Cre:Vil1-2A-DD-Dre*; *R26-rx-fl-tdTomato*) and control mice were sacrificed, and Swiss roll mounts of jejunum and ileum were examined for tdTomato abundance using IHC/RNAScope ISH combination (Figure 4c and Figure S3d). While no tdTomato expression was observed in any of the control samples, we found tdTomato-positive cells in triple-transgenic *Cck-Cre:Vil1-2A-DD-Dre:R26-rx-fl-tdTomato* mice but not in *Sst-Cre:Vil1-2A-DD-Dre:R26-rx-fl-tdTomato* nor in *Gcg-Cre:Vil1-2A-DD-Dre:R26-rx-fl-tdTomato* (Figure 4c and Figure S3d). We had expected the failure of labeling L cells using *Vil1-2A-DD-Dre* since L cells (*Gcg-Cre*) are mainly located in the colon and reside in ileal crypts. However, failing to target D cells (*Sst-Cre*) and I cells (*Cck-Cre*) with only low efficiency was rather unexpected. An RNAscope ISH revealed the widespread distribution of D and I cells throughout the crypts and villi but without detectable tdTomato expression (Figure 4c and Figure S3c,d). Therefore, we assumed that the Dre expression in EEC cells was not sufficient to drive Dre-mediated recombination, also confirmed by RNAscope ISH in *Vil1-2A-DD-Dre-tg+/−: R26-rx-ZsGreen* mice multiplexing specific hormonal probes with a probe against *ZsGreen* mRNA (Figure S3e). Next, when we performed an RNAscope against *Vil1* in combination with *Cck*, we clearly observed that *Vil1* is much lower (if at all) expressed in EECs compared to the neighboring enterocytes (Figure 4d). 

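Live cells of the small intestine of 3 mice, 12 weeks old, were pooled and sequenced as 3 droplet libraries, 1 from the duodenum, 1 from the jejunum and 1 from the ileum. The authors counted unique molecular identifiers (UMIs), each of which marks 1 captured transcript, with Cell Ranger version 3.0.2. The counts they deposited cover 31053 genes, are not normalized, and were used here as they are. They sum to 98518847 UMIs for the duodenum, 87656078 for the jejunum and 78074516 for the ileum, of which 57079945, 58186946 and 66148396 belonged to the cells kept by the paper's filters. The kept cells were clustered again with the settings of the paper, except that Vil1, the outcome, was left out of the variable genes. Levels are UMIs of a gene per 10000 UMIs, summed over the cells of a type, with exact 95% Poisson intervals that cover counting error only. Since each segment has 1 library and no replicate, segments were not tested, and cell types were compared within the 3 libraries. For this, UMIs were summed per library and cell type where a sum held at least 10 cells, and the sums were compared by edgeR's quasi-likelihood test with TMM normalization, the library as a block and Benjamini-Hochberg adjustment over the genes tested. All 3 libraries came from 1 pool of mice, so the tests measure the spread between segments of this pool and not between mice. Vil1 (ENSMUSG00000026175) lies on chromosome 1 of GRCm38 from 74409376 to 74435559 on the plus strand. The last of its 20 exons, from 74434878 to 74435559, holds the 3′ UTR of 571 bases. These positions come from the GENCODE M21 annotation, which lists 30934 (99.6%) of the genes in the counts by the same identifier. The paper's text does not name the build used for counting.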

To validate this finding, scRNAseq from small intestinal cells was performed to determine *Vil1* expression in IECs (Figure 4e). Small intestinal cells were annotated in 12 clusters (Figure S3f). 

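At the paper's resolution the 16686 kept cells formed 23 clusters, and 2 mixed clusters were clustered once more, a step chosen after the clusters were seen. All 12 cell types of the paper could be named from marker lists that hold neither Vil1 nor the hormones. Enterocytes were the most numerous with 10624 cells (63.7%), followed by 1225 T cells, 1053 early enterocytes, 747 goblet cells, 524 B cells and 302 tuft cells. Apart from EECs, the rarest were ISC/proliferating cells with 224 cells, IgA B cells with 87, macrophages/monocytes with 26, and Paneth cells and dendritic cells with 24 each. For 1657 cells (9.93%), of which 1205 came from the ileum, no type was named. Among these, 998 formed a single cluster led by Gm26917, Fgf15 and Fabp6, with 10.6 Vil1 UMIs per 10000. Across 4 other clusterings the number of clusters ranged from 17 to 30, and all 12 types were named each time. These had another resolution, no integration or Vil1 among the variable genes, and were chosen for this result after the data were seen. The rule for clustering mixed clusters once more, which rests on the marker lists, was applied in each. Naming all 12 types is therefore no test of that rule.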

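Summed over the 3 libraries, Vil1 stood at 12.8 UMIs per 10000 UMIs in enterocytes (95% interval 12.7 to 12.9). The level was 7.33 in early enterocytes, 7.21 in tuft cells, 3.84 in goblet cells, 1.81 in ISC/proliferating cells and 0.904 in Paneth cells (interval 0.646 to 1.23). In each of the 3 libraries the other 6 epithelial types lay below enterocytes. Early enterocytes were lower than enterocytes by a log2 fold change of -1.10 (standard error 0.30, adjusted p = 0.00403 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), tuft cells by -1.40 (adjusted p = 0.000377) and goblet cells by -1.76 (adjusted p = 3.52e-05). ISC/proliferating cells had a log2 fold change of -3.58 (adjusted p = 6.40e-10). Among these calls only that for early enterocytes changed in an alternative tried, to -0.88 (adjusted p = 0.0951, range over the alternatives 0.000299 to 0.0951) without the ileum library. Paneth cells could not be tested with sums of at least 10 cells, since only the ileum held that many of them. Their 24 cells held 40 Vil1 UMIs. Stratified by library, their level lay below that of ISC/proliferating cells by a log2 ratio of -1.01. In edgeR with sums of at least 3 cells the direction reversed, to a log2 fold change of 0.35 (adjusted p = 0.739). Without TMM these sums did not reverse (adjusted p = 0.0472), so the order of Paneth and ISC/proliferating cells depended on the model. The counting intervals of these 2 types overlapped in the duodenum and the jejunum, with 7 and 6 Paneth cells. The order of the 7 epithelial types was also that of the cells' median values on the natural log scale, from 2.60 in enterocytes to 0.104 in Paneth cells.

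**Figure D1:**
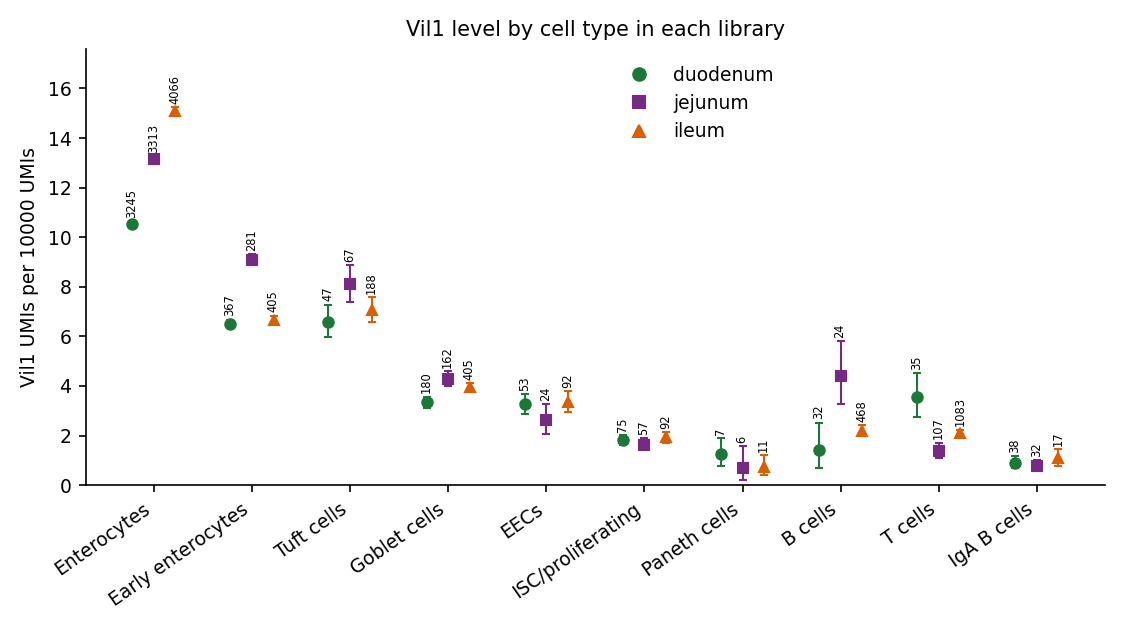
Vil1 UMIs per 10000 UMIs (vertical axis) by cell type (horizontal axis) in each library; each point is the sum over the cells of 1 library, bars are exact 95% Poisson intervals, and the number of cells stands above each point. In the duodenum, jejunum and ileum, enterocytes lie at 10.5, 13.2 and 15.1 UMIs per 10000, above every other epithelial type.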

When comparing *Vil1* expression between cell types, enterocytes displayed the highest and paneth cells with the lowest *Vil1* expression of the IEC-type cells (Figure 4f). 

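Vil1 UMIs were found in 516 of the 1886 immune cells (27.4%, 95% binomial interval, exact, 25.4 to 29.4%), which had a median of 4156.5 UMIs. T cells, the most numerous of them, held 1266 Vil1 UMIs, a level of 2.08 UMIs per 10000 (Poisson interval 1.97 to 2.20), with 3.55 in the duodenum, 1.38 in the jejunum and 2.11 in the ileum. B cells stood at 2.29 and IgA B cells at 0.898 UMIs per 10000. Relative to enterocytes, the log2 fold change was -3.29 in T cells (adjusted p = 3.66e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against ISC/proliferating cells, T cells had a log2 fold change of 0.29 (adjusted p = 0.498), which fell to -0.31 (adjusted p = 0.541, range over the alternatives 0.344 to 0.973) when cells with more than 20% mitochondrial UMIs were left out. The Vil1 UMIs were unevenly spread over T cells. The 10% of T cells with the largest share of UMIs from the 13 enterocyte marker genes held 79.9% of them, and in the other 1101 T cells the level was 0.518 UMIs per 10000 (interval 0.456 to 0.586).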

Immune cells lacked *Vil1* expression. Strikingly, the EEC cluster expressed *Vil1* only at an intermediate level (Figure 4f). 

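EECs held 594 Vil1 UMIs, a level of 3.19 UMIs per 10000 (95% Poisson interval 2.94 to 3.46), with 3.25 in the duodenum, 2.62 in the jejunum and 3.35 in the ileum. A Vil1 UMI was found in 131 of the 169 EECs (77.5%, median depth 6260 UMIs), against 26.5% of T cells (median depth 4266 UMIs). With every cell thinned to 800 UMIs, these shares were 26.6% (exact binomial interval 20.1 to 34.0%) in EECs and 6.53% (5.21 to 8.06%) in T cells, and EECs had the larger share in each library. In enterocytes the thinned share was 63.3%. The log2 fold change of EECs against enterocytes was -2.83 (standard error 0.32, adjusted p = 4.75e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12760 genes), and EECs were lower in 3 of 3 libraries. Of the alternatives tried, the one without TMM normalization gave the smallest difference, -2.05. Subtracting the level in T cells of the same library gave the largest, -3.32 from 2 libraries, against -2.25 in these libraries before subtraction. Against ISC/proliferating cells, EECs had a log2 fold change of 0.75 (standard error 0.31, adjusted p = 0.0520) and were higher in 3 of 3 libraries. This call depended on the processing, with adjusted p from 0.0122 to 0.370 over 18 alternatives. EECs took place 5 of the 7 epithelial types. The level in T cells was lower than in EECs by a log2 fold change of -0.46 (standard error 0.32, adjusted p = 0.258), a difference that the test could not separate from the spread between libraries. Without the 10% of EECs with the largest share of enterocyte marker UMIs, the level in EECs was 2.23 UMIs per 10000 (Poisson interval 2.00 to 2.48).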

To further characterize *Vil1* expression in specific EEC subtypes, the initial EEC cluster was re-clustered (Figure S4g). As EEC yield during IEC isolation without specific EEC enrichment is typically limited, further analysis was performed on low EEC cell counts. Therefore, unsupervised clustering was not sufficient in order to separate between classic EEC subtypes (Figure S4g,h). 

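With 200 variable genes, 30 principal components and a resolution of 1.5, the 169 EECs formed 8 clusters of 40, 31, 29, 27, 24, 9, 7 and 2 cells. Hormones were shared between clusters and mixed within them. In the cluster of 27 cells, Gip reached 1423 and Sst 633 UMIs per 10000, and in that of 29 cells Nts reached 606, Cck 433 and Gcg 273.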

To circumvent this problem, EEC clusters were manually annotated based on threshold expression of the most prominent hormones (I cells (*Cck_high*), D cells (*Sst_high*), L cells (*Gcg_high*), K cells (*Gip_high*), EC cells (*Tph1_high*), and N cells (*Nts_high*)) (Figure 4g and Figure S3i,j). 

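With each cell assigned to the marker of the largest margin, there were 12 I cells, 9 D cells, 8 L cells, 21 K cells, 45 EC cells and 59 N cells. Segments contributed unequally, since 9 of the 12 I cells came from the duodenum, 7 of the 8 L cells from the ileum, and the N cells from the jejunum (7) and the ileum (52) alone. Giving cells past several thresholds to the first marker in the paper's list changed the number of I cells to 22, and giving them to the last changed it to 7. The number of L cells was 5 and 9 under these rules. K, EC and N cells stayed within 17 to 23, 45 to 47 and 51 to 63 cells under the rules tried.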

The analysis of *Vil1* expression between EEC subtypes revealed *Cck*-expressing cells with high *Vil1* expression that were not present in *Sst* and *Gcg* clusters, indicating that, indeed, the endogenous *Vil1* expression is not sufficient in D, L, and most I cells to use an intersectional targeting approach with the *Vil1-2A-DD-Dre* mouse strain (Figure 4h, i). 

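Vil1 stood at 1.58 UMIs per 10000 UMIs in I cells (95% Poisson interval 1.08 to 2.25, 31 Vil1 UMIs), 2.29 in D cells (1.59 to 3.18, 35 UMIs) and 2.04 in L cells (1.33 to 2.99, 26 UMIs), intervals that overlap. Stratified by library, I cells differed from D and L cells together by a log2 ratio of -0.55 (95% interval -1.23 to 0.13). No test was made, since every sum held fewer than the 10 cells asked for. This ratio was 0.24 with at most 20% mitochondrial UMIs per cell and 0.41 with EECs defined by Chga and Neurod1 UMIs. It was 0.35 without the re-clustered EEC cluster of 9 cells with the highest Vil1, a setting chosen after the values were seen. Its direction was thus not settled. By the median of single cells on the natural log scale, I cells stood at 1.03, above D cells at 0.618 and L cells at 0.896. The highest single value was 1.81 among the I cells, 2.37 among the D cells and 2.09 among the L cells. The D cell held 21 of the 35 Vil1 UMIs of D cells and belonged to the EEC cluster with the highest Vil1. The barcodes of that cluster may be mixtures of an EEC and an enterocyte. The D cell after it had a value of 1.11. The I cell held only 2 Vil1 UMIs and the L cell 3. Values above the median of all EECs, 1.28, were found in 3 of 12 I cells, 1 of 9 D cells and 3 of 8 L cells. Of the cells past the Cck threshold, 15 were past neither the Sst nor the Gcg threshold. From the Vil1 expression of the subtypes, the paper reasons that some Cck cells reach a high level that D and L cells do not. It takes this as a sign that endogenous Vil1 is too low in D, L and most I cells for the intersectional approach.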

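Vil1 stood at 3.98 UMIs per 10000 UMIs in EC cells (95% Poisson interval 3.36 to 4.67, 149 UMIs) and 3.51 in N cells (3.01 to 4.06, 177 UMIs). EC cells were at 3.78 in the duodenum, 3.12 in the jejunum and 4.76 in the ileum, and N cells at 3.54 in the jejunum and 3.50 in the ileum. K cells had 1.78 UMIs per 10000 (1.35 to 2.31). EC and N cells together stood at 3.71 UMIs per 10000 against 1.87 in I, D, L and K cells, and were higher in 3 of 3 libraries. The log2 fold change was 1.06 (standard error 0.26) with an adjusted p = 0.0888 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 3407 genes, and an unadjusted p of 0.00390. Over the alternatives the adjusted p ranged from 0.000419 to 0.481. It was 0.0265 with no filter on low genes (log2 fold change 1.08) and 0.000419 without the duodenum library (1.32). EC and N cells were sequenced at a median of 4519.5 UMIs and the other 4 subtypes at 18153.5 UMIs per cell. Values above the median of all EECs were found in 26 of 45 EC cells and 32 of 59 N cells.

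**Figure D2:**
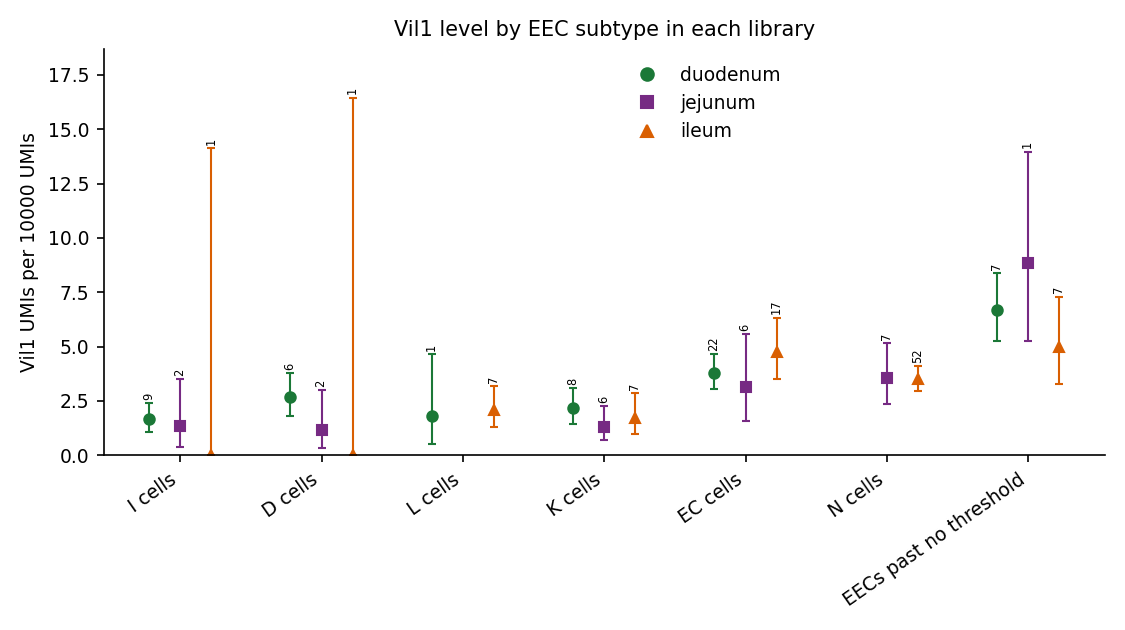
Vil1 UMIs per 10000 UMIs (vertical axis) by EEC subtype (horizontal axis) in each library; each point is the sum over the cells of 1 library, bars are exact 95% Poisson intervals, and the number of cells stands above each point. In the ileum EC cells lie at 4.76 and N cells at 3.50 UMIs per 10000, while I cells and D cells of the ileum are 1 cell each without a Vil1 UMI, with wide intervals; EECs past no threshold are shown at the right.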

Strikingly, *Tph1*-expressing enterochromaffin (EC) and *Nts*-expressing N EECs showed the highest *Vil1* level, indicating that an intersectional approach with respective Cre mice and *Vil1-2A-DD-Dre* would be more convenient (Figure 4i). Interestingly, early crypt ECs express *Tac1*, which is lost in villus ECs [3]. Strikingly, while an RNAscope ISH against *Tac1* and *Vil1* confirmed this finding (e.g., lower *Tac1* expression in villus vs. crypt ECs), villus ECs that are still detectable by *Tac1* expression exhibited increased *Vil1* levels compared to their crypt counterparts. Thus, these data suggest that intersecting *Tac1*-*Cre* with *Vil1-DD-Dre* mice represents the most promising approach to target mature EC population in the small intestine.

## 4. Discussion

Here, we describe the use of a dual recombinase approach composing existing Cre mice and novel *Vil1-2A-DD-Dre* mice to intersectionally target EEC subpopulations. Enteroendocrine-specific genes, such as *Glp-1* (part of the *Gcg* gene), are also expressed by pancreatic alpha cells, thereby limiting the use of single *Gcg*-Cre mice to specifically target the L-cell population in the intestine. To circumvent the problem of gene expression from ROSA26 transgenes in cells other than EECs, transgene expression is prevented by rox- and loxP-flanked stop cassettes [14,15,22]. Thus, only cells expressing both Dre and Cre recombinases will display transgene expression. To this end, we aimed to develop an inducible intestine-specific Dre system by inserting a 2A-separated TMP-inducible DD-Dre transgene into the endogenous *Vil1* gene whose promoter had successfully been used to express Cre recombinase in all IECs in *Villin-Cre* mice [20]. We examined a TMP-inducible destabilized Dre construct in vitro and observed background recombination in the absence of TMP, most likely due to the high plasmid copy number upon transient transfections. While high background recombination could become problematic for our approach, we still expected that a single copy integration of the DD-Dre construct into the endogenous *Vil1* gene would allow for TMP-inducible Dre-mediated recombination. However, although the TMP-inducible DD-Dre system worked properly in vitro, the usage of a non-self-cleavable 2A peptide in our *Vil1-2A-DD-Dre* mice generated a VIL1::DD-Dre fusion protein in IECs that is constantly degraded, even in the presence of TMP. Thus, the *2A-DD-Dre* insertion created a *Vil1* knock-out allele that, fortunately, did not affect intestinal physiology and morphology [18]. Nevertheless, intercrosses between *Vil1-2A-DD-Dre* and Dre-dependent ZsGreen reporter mice revealed largely overlapping *Vil1*, *Dre*, and *ZsGreen* RNA expression in villi but not in crypts of the small intestine. This was observed even in the absence of TMP, indicating that constant background activity of DD-Dre resulted in the excision of the rox-flanked stop cassette in differentiated villus IECs. While these experiments [23] nicely recapitulate the co-expression of *Vil1* and *DD-Dre* from the endogenous *Vil1* promoter, the marginal expression of *Vil1* and *Dre* in intestinal stem cells, from which all IECs originate, restricts the use of *Vil1-2A-DD-Dre* mice to only manipulate mature villus IECs. This is in contrast to IEC-specific *Vil1-CreERT2* mice, where the expression of CreERT2 is driven by a 9 kb transgenic *Vil1* promoter, allowing widespread recombination throughout the small (80%) and large intestine (40%) even 2 months after tamoxifen administration. This indicates that the artificial *Vil1* promoter is also active in most intestinal stem cells [23]. Thus, either differences in transgene design (conventional transgenics vs. knock-in) or in inducible systems (posttranslational estrogen ligand binding domain vs. destabilizing domain) might account for these findings.

In the next set of experiments, we assumed that similar to maturing enterocytes, *Vil1* would also be higher expressed in mature EECs than in their early precursors. Such a unique opportunity to specifically target mature EEC populations would open novel avenues in EEC research. That the villus EEC gene expression differs clearly from their early crypt-based precursors had been previously demonstrated by the usage of a fluorescent marker that changes its emission spectrum over time. Therefore, we thought labeling only mature villus EECs with our *Vil1-2A-DD-Dre* mouse strain in combination with existing Cre mice and Cre/Dre dependent tdTomato reporter might be an elegant proof-of-principle experiment. However, our premise that *Vil1* expression increases during EEC maturation and migration was invalid; in fact, scRNAseq revealed that L, D, and K cells express *Vil1* lower than I, N, and EC cells at any stage. Therefore, we were able to target only a minor population of I cells with high *Vil1* expression but not L and D cells in respective triple-transgenic mice. 

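In the single-cell data, I, N and EC cells together held 3.32 Vil1 UMIs per 10000 UMIs, and D, L and K cells 1.97. The first group was higher in 3 of 3 libraries, with 2.92 against 2.34 in the duodenum, 2.98 against 1.28 in the jejunum and 3.72 against 1.91 in the ileum. Its log2 fold change was 0.63 (standard error 0.41, adjusted p = 0.668 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 4732 genes), so the difference was not larger than the spread between sums. The jejunum held only 8 cells of the second group and gave no sum for it. No alternative brought the adjusted p under 0.163. The alternatives kept the direction, with log2 values from 0.40 to 1.23. On summed UMIs, I cells had a lower level than each of the other 5 subtypes, within counting error of D, L and K cells, while by the median of single cells they lay above these 3, and their order against D and L cells changed with the settings. Stages of EEC maturation were not analysed here.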

Our results that D cells are difficult to target with recombinase expression from one *Vil1* allele are in line with a recent publication successfully using *Vil1-p2a-FlpO* endogenous insertion with *Tac1-Cre*, *Npy1R-Cre, Gip-Cre, Gcg-Cre*, and *Cck-Cre* to efficiently express transgenes selectively in EC, K, L, and I lineages but not in D cells where the authors switched their strategy to *Vil1-Cre/Sst-ires-FlpO* combination [10]. In contrast, in another classical transgenic approach, where multiple transgenic copies drive the high expression of Flp recombinase from an artificial *Vil1* promoter, not only intestinal but also minor, rather neglectable intersectional labeling of pancreatic cells was observed [7]. Furthermore, the high and early Flp expression might also lower the stringency in targeting specific EEC cell types, e.g., the combination with *Gcg-Cre* labeled not only L cells but also *Pyy-*, *Cck-*, and *Gip*-expressing EEC cells [7]. Thus, in light of these and our findings, each intersectional toolbox to target specific intestinal EEC populations has its own benefits and limitations, but there is still space for further improvements. 

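Sct (ENSMUSG00000038580; chromosome 7 of GRCm38, 141278330 to 141279133 on the minus strand) was counted at 418 UMIs per 10000 UMIs in EECs and in 163 of the 169 cells. All other epithelial cells together had 0.926 UMIs per 10000. The log2 fold change was 8.35 (standard error 0.48, adjusted p = 1.68e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12827 genes), with EECs higher in 3 of 3 libraries. Leaving out each library in turn kept it between 8.09 and 8.79. Tuft cells stood at 7.02 and goblet cells at 5.90 UMIs per 10000, against 0.569 in enterocytes and 0.491 in T cells. After thinning to 800 UMIs a Sct UMI was found in 40.4% of tuft cells, 31.3% of goblet cells and 4.33% of T cells. Among the subtypes Sct was highest in I cells at 940 and N cells at 794 UMIs per 10000, followed by K cells at 268, EC cells at 198 and L cells at 96.2. D cells had 20.6 UMIs per 10000 (95% Poisson interval 18.4 to 23.0), with 23.5 in the duodenum, 11.4 in the jejunum and 13.4 in the ileum. The other subtypes together stood at 497, and stratified by library D cells were lower by a log2 ratio of -4.56.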

In fact, secretin (*Sct*, Figure 4i) driven recombinase expression (Dre or Flp) is a promising candidate for intersectional targeting of mature EECs since it is highly and specifically expressed in late EECs except for D cells.

## Figures and Tables

**Figure 1:**
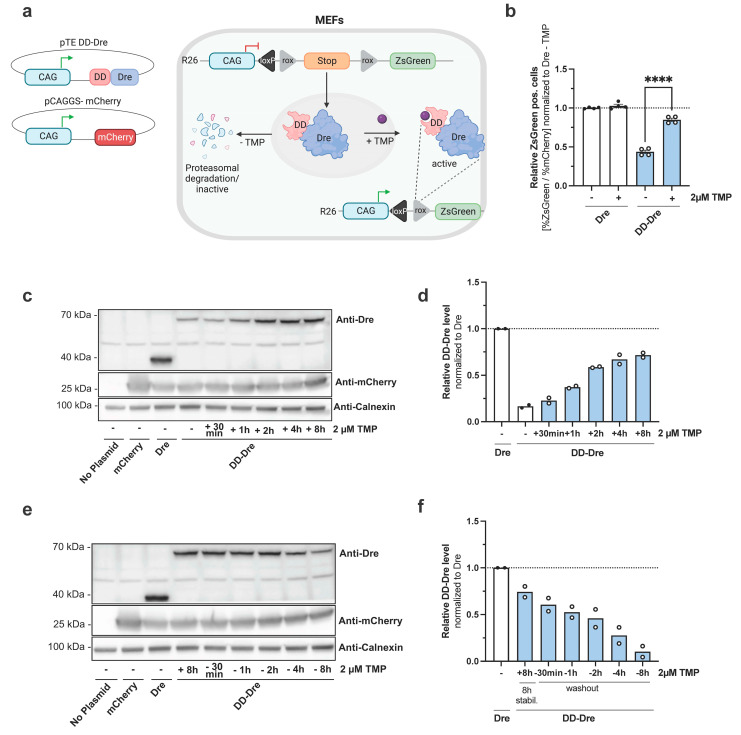
Generation of a TMP-inducible Dre system. (**a**) pTE-DD-Dre and pCAGGS-mCherry plasmids were transiently transfected into mouse embryonic fibroblasts carrying an *R26-rx-ZsGreen* reporter construct (MEF). Without trimethoprim (TMP), destabilizing domain (DD) targets DD-Dre for proteasomal degradation, whereas TMP treatment stabilizes DD-Dre, enabling excision of the rox-flanked STOP cassette of *R26-rx-ZsGreen* resulting in green fluorescence. (**b**) Quantification of ZsGreen^+^ cells normalized to mCherry^+^ cells (transfection control) of non-induced or TMP-treated MEFs transfected with the indicated plasmids. ZsGreen^+^/mCherry^+^ cells were quantified by FACS 48 h after transfection and normalized to pTE-Dre transfected cells w/o TMP. Gating strategy is shown in Figure S1a,b. Statistical analysis was performed using Student’s *t*-test. Representative results of three independent experiments are shown (*n* = 4). (**c**) Western blot analysis using anti-Dre, anti-mCherry, and anti-Calnexin (loading control) antibodies of MEFs transiently transfected w/o plasmid or with pCAGGS-mCherry control or with pTE-Dre or pTE-DD-Dre treated with 1µM TMP for the indicated time spans to verify DD-Dre inducibility. Representative fluorescence microscopy images of co-transfected mCherry are shown in Figure S1c. (*n* = 2). (**d**) Quantification of DD-Dre protein levels relative to Calnexin loading control in c) normalized to Dre protein level. (**e**) Western blot analysis using anti-Dre, anti-mCherry, and anti-Calnexin (loading control) antibodies of MEFs transiently transfected w/o plasmid or with pCAGGS-mcherry control with pTE-Dre or pTE-DD-Dre treated with 1 µM TMP for 8 h and consecutive TMP wash-out for indicated time points to verify DD-Dre instability. Representative fluorescence microscopy images of co-transfected mCherry are shown in Figure S1d. (*n* = 2). (**f**) Quantification of DD-Dre protein relative to Calnexin loading control in (**e**) normalized to Dre protein level. Dashed lines represent respective normalization to one. Data are represented as mean ± SEM. **** *p* ≤ 0.0001.

**Figure 2:**
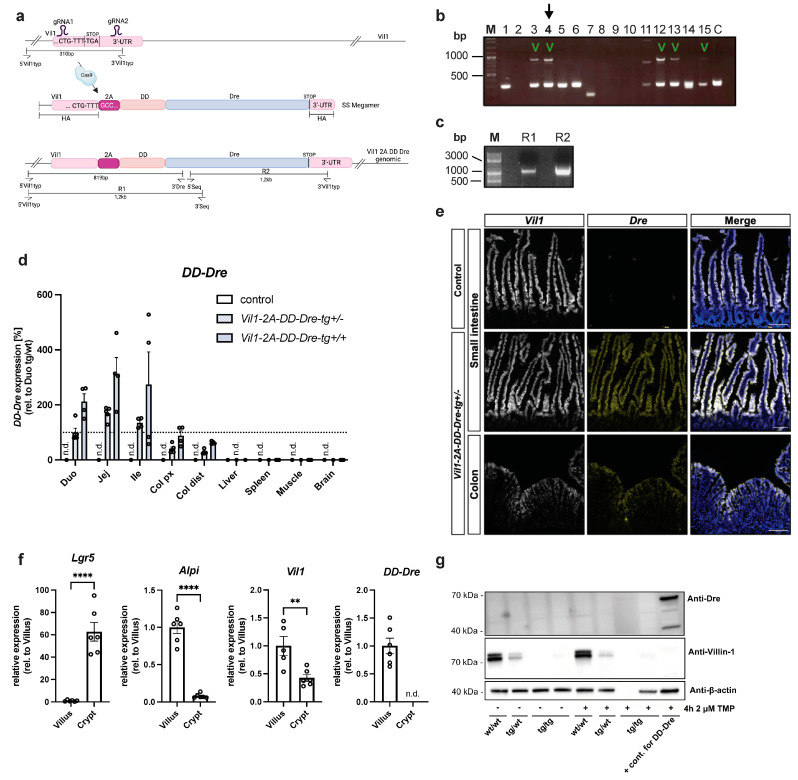
Generation of *Vil1-2A-DD-Dre* transgenic mice. (**a**) CRISPR/Cas9 strategy to insert ssMegamer encoding *2A-DD-Dre* into the stop codon of the endogenous *Vil1* gene. *Vil1-2A-DD-Dre* mice were generated by oocyte injection of C57BL/6N origin. gRNA1 and gRNA2 flank the stop codon of the *Vil1* gene, where, when co-injected with Cas9 protein, genomic DNA is cleaved. A ssMegamer repair template was co-injected that carried homology arms to the *Vil1* gene as well as an in-frame fusion of *2A-DD-Dre*, which, upon correct integration, resulted in *Vil1-2A-DD-Dre* genomic insertion. Genotyping was performed using external primers 5′Vil1typ with 3′Vil1typ and 3′Dre to result in a 310 bp wt band and an 819 bp insertion band. (**b**) Genotyping PCR of founder mice. The 5 animals that tested positive for 2A-DD-Dre insertion are marked. (**c**) Founder 4 was used to amplify 1.2 kb R1 and R2 PCR products (from (**a**) that were verified for correct integration by sequencing). (**d**) Female and male *Vil1-2A-DD-Dre*-tg+/− mice were intercrossed to obtain control, *Vil1-2A-DD-Dre-tg+/*−, and *Vil1-2A-DD-Dre-tg+/+* mice. DD-Dre expression in the duodenum, jejunum, ileum, proximal, and distal colon, as well as in liver, spleen, and muscle, and the brain was examined by qPCR derived from indicated mice (each circle one mouse). (**e**) Representative images of RNAScope ISH against *Vil1* and *Dre* mRNA on small intestinal and colon sections of indicated mice. Scale bar: 100 µm. (**f**) qPCR-based expression analysis of DD-Dre using mRNA derived from villus- or crypt-isolated IECs (each circle one mouse). Statistical analysis was performed using Student’s *t*-test. (**g**) Western blot analysis using anti-Dre, anti-VIL1, and anti-b-Actin (loading control) antibodies of lysates from IECs isolated from indicated mice that were non-induced or treated ex vivo with TMP for 4 h. Data are represented as mean ± SEM. ** *p* ≤ 0.01, **** *p* ≤ 0.0001.

**Figure 3:**
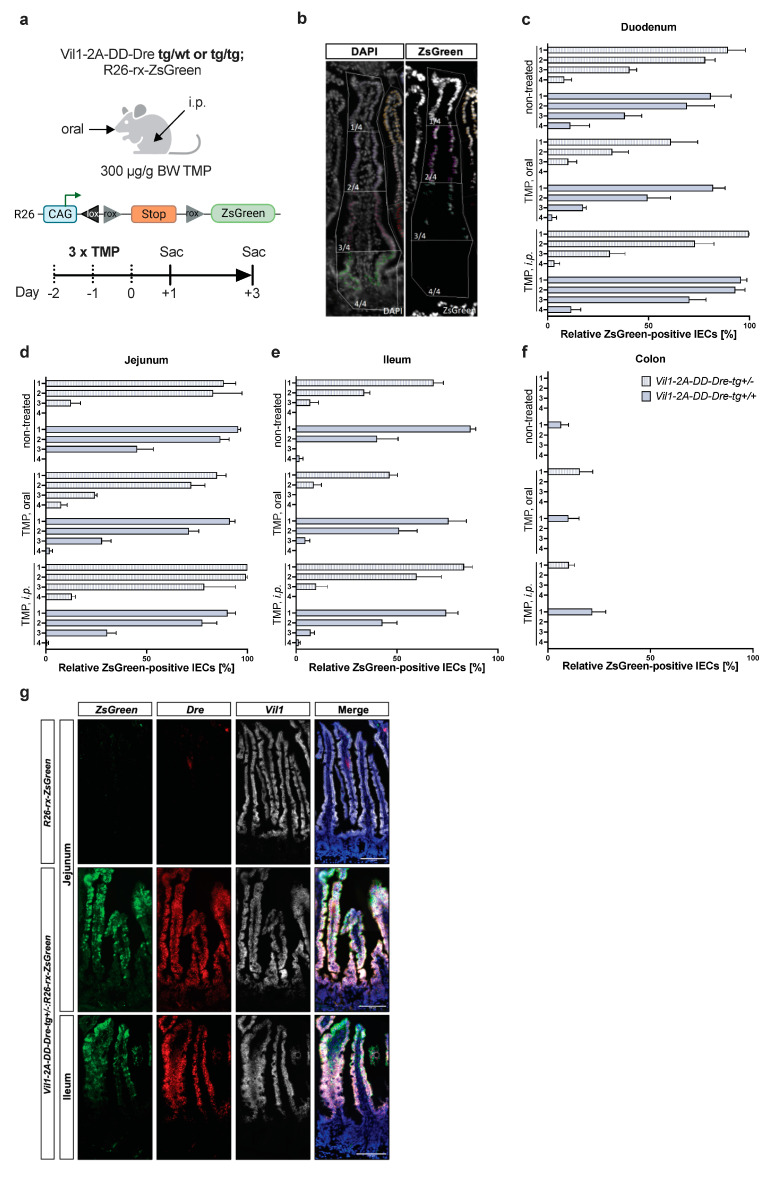
Efficient TMP-independent DD-Dre-mediated recombination of rox-flanked stop cassette in the small intestine of *Vil1-2A-DD-Dre* mice. (**a**) *Vil1-2A-DD-Dre-tg+/−*; or *tg+/+* were intercrossed with a *R26-rx-ZsGreen* reporter strain and either treated with 300 µg/g bodyweight TMP orally or by i.p. injection on 3 consecutive days. Controls did not receive TMP. Mice were sacrificed 1–3 days after the last TMP administration to isolate intestinal samples and quantify DD-Dre activity. (**b**) Representative image of intestinal ZsGreen fluorescence counterstained with DAPI. The crypt–villus axes were divided into 4 quadrants from apical to basal to quantify percentage of ZsGreen^+^ positive cells in (**c**) duodenum, (**d**) jejunum, (**e**) ileum, and (**f**) colon of indicated mice; light blue heterozygous, dark blue homozygous *Vil1-2A-DD-Dre-tg* mice. (**g**) Representative images of multiplex RNAScope ISH of jejunal and ileal sections of indicated mice using probes to detect *ZsGreen*, *Dre*, and *Vil1* mRNA. Scale bars: 100 µm.

**Figure 4:**
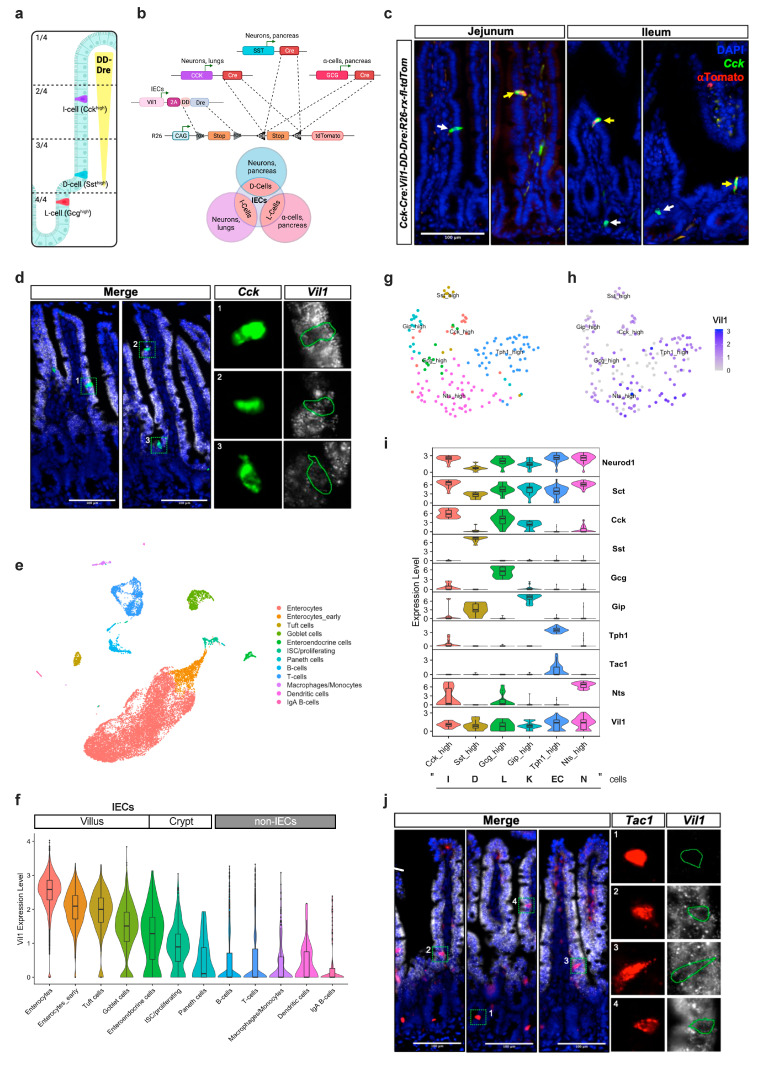
An intersectional approach to target mature EEC populations. (**a**) Scheme of intestinal distribution of *Cck* expressing I cells, *Sst* expressing D cells, and *Gcg* expressing L cells along the crypt–villus quadrants. I cells can be found either near the crypt–villus junction or higher up the villus axis. (**b**) Intersectional strategy using *Vil1-2A-DD-Dre*; *R26-rx-fl-tdTomato* with combinations of *Cck-Cre*, *Sst-Cre,* and *Gcg-Cre* mice to target specifically mature I, D, and L cells, respectively. Note that *DD-Dre* is expressed only in mature IECs, whereas *Cck-Cre* is expressed in I cells, neurons, and lungs; *Sst-Cre* is expressed in D cells, neurons, and pancreas; *Gcg-Cre* is expressed in L cells and pancreatic alpha cells. (**c**) Anti-tdTomato IHC combined with RNAScope ISH against *Cck* counterstained with DAPI of jejunum and ileum of indicated mice. Yellow arrows indicate *Cck*/tdTom double-positive cells. White arrows indicate *Cck*-only positive cells. (**d**) Multiplex RNAscope ISH of *Vil1* and *Cck* counterstained with DAPI revealed lower *Vil1* expression in I cells than in neighboring enterocytes. Scale bars: 100 µm. (**e**) UMAP graph of single-cell transcriptomics of alive small intestinal cells of 12-week-old mice (3 mice were pooled). (**f**) Violin plot for *Vil1* expression across the indicated cell clusters. (**g**) Supervised re-clustering of EEC types according to their hormonal expression. (**h**) *Vil1* expression in EEC subtypes. (**i**) Violin plots showing expression levels of EEC subtype markers and *Vil1* in the defined EEC populations from (**g**). (**j**) Multiplex RNAscope ISH of *Vil1* and *Tac1* counterstained with DAPI confirmed *Vil1* expression.

## Data Availability

Single-cell RNA sequencing data were deposited in NCBI Gene Expression Omnibus with an identifier: GSE250433.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13010102/s1, Figure S1: Assessment of a TMP-inducible Dre system in vitro (a) Representative FACS gating strategy for Figure 1b. (b) Representative plot of the total cell population sorted by ZsGreen fluorescence and split by condition. (c) Representative mCherry fluorescence microscopy images as control for a uniform transfection in each sample for Figure 1c,d. Cells were transfected with pTEDre/pTE-DD-Dre/pCAGGS-mCherry plasmids and treated up to 8 h with TMP. Images were taken 24 h post transfection. Scale bar: 250 μm. (d) Representative mCherry fluorescence microscopy images as control for a uniform transfection in each sample for Figure 1e,f. TMP washout was monitored for 8 h. Images were taken 24 h post transfection. Scale bars: 250 μm. Figure S2: Generation of Vil1-2A-DD-Dre mice (a) Control digest of PCR products of R1 and R2 after successful subcloning into pGEM-T easy using NotI. (b) DD-Dre expression was measured by qPCR across organs derived from indicated mice. Data were normalized to *DD-Dre* expression in duodenum from *Vil1-2A-DD-Dre-tg+/-* mice shown in Figure 2d. (c) Western blot analysis using anti-Cre and anti-Calnexin (loading control) antibodies of MEFs transiently transfected w/o plasmid, with *Cre-2A-ZsGreen* and *Cre-P2A-ZsGreen* encoding plasmids. Figure S3: An intersectional approach to target mature EEC populations (a) RNAScope ISH of pancreatic islets against *Sst* or *Gcg* counterstained with DAPI. (b) RNAScope ISH of brain sections against *Sst* and *tdtomato* counterstained with DAPI of indicated mice. Scale bar: 50 μm. (c) Anti-tdTomato IHC combined with RNAScope ISH against *Sst* of small intestines from indicated mice. Red arrows indicate *Sst*/tdTom double positive cells. White arrows indicate *Sst*-only positive cells. (d) Anti-tdTomato IHC combined with RNAScope ISH against *Sst* or *Gcg* counterstained with DAPI of small intestines from indicated mice. White arrows indicate Sst+/Gcg+ and tdTomato- EECs. (e) *Cck/Sst/Gcg* and *ZsGreen* multiplex RNAScope of *Vil1-2A-DD-Dre-tg+/-:R26-rx-ZsGreen* mice without TMP. White arrow indicates co-expression of *Cck* and *ZsGreen*. Scale bars in a, c, d and e represent 100 μm. (f) Gene expression markers that were used for manual annotation of UMAP clusters in Figure 4e across the annotated celltypes. (g) Isolated and re-clustered EEC population. 7 clusters were found. However, due to low cell numbers unsupervised clustering was not sufficient to separate EEC subpopulations. (h) EEC subtype marker expression across the 7 EEC clusters. (i) EEC subtype and IEC marker expression across the 7 EEC clusters. 

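The 8 clusters found here cannot be matched to the paper's by number. The highest level of Vil1, 9.85 UMIs per 10000 (95% Poisson interval 8.28 to 11.6), was found in a cluster of 9 cells. The next were a cluster of 31 cells with Tph1 at 4.54 (3.87 to 5.29) and the largest cluster, of 40 cells with Nts, at 3.87 (3.02 to 4.89). The clusters of 29 and 27 cells stood at 1.91 and 1.67, and that of 24 cells at 2.80. The clusters of 9, 31 and 40 cells held 140, 163 and 70 of the Vil1 UMIs of EECs, and those of 29 and 27 cells held 97 and 81.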

*Vil1* is mostly expressed by cluster 0 and 1. (j) EECs subtype marker expression across the annotated EEC subpopulations. Cells were annotated based on threshold expression of the indicated genes.

How the deposited data were processed for this re-analysis (not part of the article)

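The experiment measured RNA in single cells of the small intestine of 3 mice, pooled before 1 library each was made from the duodenum, the jejunum and the ileum. The authors counted UMIs per gene and cell with Cell Ranger 3.0.2, and the deposited values are whole UMI counts for the barcodes called as cells, without normalization and without the paper's later filters. Only these counts were used. Images, reporter mice and cultured cells of the article were not analysed here.

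The paper's filters were applied first, so that cells had 800 to 50000 UMIs, 200 to 6000 genes and at most 40% mitochondrial UMIs. With Seurat 5.3.0 in R 4.3.3, the 3 libraries were integrated by anchors over 2000 variable genes, with Vil1 left out, and clustered on 30 principal components at a resolution of 0.8. The paper used another version of Seurat. Each cluster was named by the list with the highest mean level among lists of marker genes for the paper's 12 cell types, fixed at the start. The level of each marker was taken relative to the cluster with most of it. A cluster stayed unnamed where fewer than 3 markers of that list were found in at least 10% of its cells, where its 10 leading genes, counted without Vil1, Sct, Tac1, Tph1 and the hormones of the thresholds, held more markers of another list, where, other than for enterocytes, they held fewer than 2 of its own, or where it had few UMIs and none of its own. Clusters in which the markers of at least 2 types each lay on average above a log2 fold of 3 over all other cells were clustered once more at a resolution of 0.5, a rule chosen after the clusters were seen. EECs were clustered again with 200 variable genes, 30 principal components and a resolution of 1.5. EEC subtypes followed the paper's thresholds on the natural logarithm of 1 plus UMIs per 10000, and a cell past several went to the marker with the largest margin.

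Levels are UMIs of a gene per 10000 UMIs of the summed cells, with exact Poisson intervals, and shares of cells have exact binomial intervals, both at 95% and both for counting error only. For shares at equal depth each cell was thinned to 800 UMIs at random with a fixed seed. Comparisons between cell types used UMIs summed per library and type, with at least 10 cells in a sum, in edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, library as a block, Benjamini-Hochberg adjustment, threshold 0.05). Cells were not treated as replicates. The replicates were libraries of different segments from the same pool of mice, so no p-value measures the spread between mice. Where too few sums reached 10 cells, a log2 ratio stratified by library (Mantel-Haenszel, with the standard error of Greenland and Robins) is given without a test. Levels were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and doublets were called with Scrublet in scanpy 1.11.5.

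The comparisons were tested on simulated data. Counts were drawn at random from the mean profile and the fitted spread of the classes compared, with no difference between libraries. Each simulated fit held only these classes, while the reported tests of cell types came from a joint fit of all types. In 1 class, 200 genes were changed by a log2 fold change of 1, up or down. Of these, 3.5% were recovered for EECs against enterocytes, 36.5% for EECs against ISC/proliferating cells, 23.0% for T cells against EECs, 4.5% for EECs against all other epithelial cells, 2.5% for I, N and EC cells against D, L and K cells and 3.5% for EC and N cells against the other subtypes. False calls numbered 0, 2, 1, 1, 0 and 0 in this order, and the median log2 fold change of the changed genes lay between 0.94 and 1.02. Of the changed genes, 44, 48, 49, 58, 48 and 45 were among the more abundant ones, and 13.6%, 72.9%, 36.7%, 12.1%, 6.25% and 2.22% of these were recovered. A change of this size was thus mostly missed in the simulated fits, except in abundant genes for EECs against ISC/proliferating cells. The estimated sizes were close to those put in. Recovery in the joint fit of all cell types was not simulated, so these shares do not measure it.

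The genes named in the text are Vil1 and those that the paper names for its single-cell data, a list set at the start, with marker genes where a cluster is named. Gm26917 and Fgf15 were named after their values were seen, and so were Apoa1 and Apoa4 among the markers. Positions come from GENCODE M21 on GRCm38. Alternatives covered the clustering, the cell filters, doublets, the definition of EECs and of their subtypes, normalization, the gene filter, the test (DESeq2 1.42.0), the library block, the size of sums, background and the leaving out of each library. Scrublet called 0 doublets in the duodenum, 0 in the jejunum and 146 in the ileum (1.81% of its cells), none of them an EEC, so removing them tests little.

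RNA from other cells was judged with a list of 13 enterocyte marker genes, also used to name enterocytes. Fabp6 was almost absent from enterocytes of the duodenum and the jejunum.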

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

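The test on the EEC markers other than Chga and Neurod1 was chosen only after the result for Chga was seen. Among the 10109 barcodes that the paper's limit on mitochondrial UMIs removed, 9 held UMIs of both Chga and Neurod1 (0.0890%). The paper reports nothing from these barcodes, no control sample exists for them, and a count of 0 would allow a share of up to 0.0297%. The duodenum held 1 of the 9, the jejunum 2 and the ileum 6, with a median of 59.3% mitochondrial UMIs. In these barcodes Vil1 stood at 12.0 per 10000 UMIs other than mitochondrial ones (95% Poisson interval 7.22 to 18.7), against 3.49 (3.22 to 3.79) in the EECs kept. This rests on 19 Vil1 UMIs, of which 9 came from the 2 jejunum barcodes at 40.0 per 10000, while the duodenum stood at 6.90 and the ileum at 7.69, against 3.59 and 3.61 in the kept EECs of the same libraries.

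Per 10000 UMIs other than mitochondrial ones, Chga was 2.02 times its level in the kept EECs in the duodenum, 4.04 times in the jejunum and 2.51 times in the ileum. As the barcodes were picked by their Chga UMIs, this says little about RNA from EECs that leaked into barcodes of other cells. The 12 EEC markers other than Chga and Neurod1, which played no part in the choice, summed to 1.52 times their level in kept EECs in the 1 barcode of the duodenum, 0.422 times in the jejunum (95% Poisson interval 0.236 to 0.696) and 0.757 times in the ileum (0.581 to 0.971), and 8 of the 9 barcodes held at least 1 of their UMIs. Leaked RNA was set to be judged absent only at a ratio of at least 0.5 in every library, which the jejunum did not reach. Leaked RNA was also expected, before the ratios were seen, to leave these markers under 0.1 times their level in EECs. The lower ends of the intervals lie above that in each library, which argues against it for the summed UMIs. These intervals cover counting error only. All UMIs of the duodenum and of the jejunum came from 1 barcode each, so the spread between barcodes is not measured. Reading the intervals against 0.1 was chosen only after the ratios were seen. In the jejunum 1 of the 2 barcodes held none of these UMIs, so leaked RNA stays open for single barcodes. Damage to the cells, which raises the mitochondrial share, and mixtures of an EEC with an enterocyte were not tested for them. No biological explanation was tested, since the design has no condition that separates these barcodes.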

How the results depend on the processing

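The alternatives were chosen before the data were examined, apart from those named here as added, which were chosen only after results were seen. Added were the reruns of single cell types against enterocytes and ISC/proliferating cells under other models, the omission of the EEC cluster with the highest Vil1, the naming of unnamed clusters, the merging of ISC/proliferating and Paneth cells, sums of at least 3 cells without TMM, a subtype order read from Fig. 4i, the rules for Tac1, levels by segment without mitochondrial UMIs, and the counts of clusters under other clusterings.

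Vil1 in EECs against enterocytes kept its direction under 19 of 19 alternatives and its call under the 18 that give a test, with log2 fold changes from -3.32 to -2.05 and adjusted p from 3.37e-18 to 4.84e-05. Subtracting the level in T cells gave -3.32, a mean over the jejunum and the ileum, since T cells exceeded EECs in the duodenum. Before subtraction the mean log2 ratio of these libraries was -2.25. Without each library in turn it lay between -3.24 and -2.63. The 7 comparisons of the other tested types with enterocytes were run under 105 alternatives and kept their calls in 104. Sct in EECs against all other epithelial cells kept its direction under 18 alternatives, from 8.07 to 9.53. The highest came from subtracting the level in T cells, where the mean log2 ratio before was 9.05. In every one of 10 settings for the order of cell types, 6 of 6 epithelial types lay below enterocytes, EECs took place 5 and Paneth cells were lowest.

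Vil1 in EECs against ISC/proliferating cells, which missed the threshold in the reported fit, passed it under 7 of 18 alternatives. Its log2 fold change was 0.80 when libraries were merged without integration (adjusted p = 0.0453), 0.80 at a resolution of 0.4 (0.0344), 0.79 with Vil1 kept among the variable genes (0.0188), 0.90 with EECs defined by Chga and Neurod1 UMIs (0.0199), 0.79 without TMM (0.0317), 0.73 with no filter on low genes (0.0437) and 0.83 with DESeq2 (0.0122). The adjusted p over all 18 ranged from 0.0122 to 0.370, the highest without the EEC cluster with most Vil1 (log2 fold change 0.39), and every alternative kept the direction. The cause was not tested. Vil1 in T cells against EECs stayed uncalled under 18 alternatives, between -0.80 and -0.11. Vil1 in T cells against ISC/proliferating cells reversed to -0.31 with at most 20% mitochondrial UMIs per cell (adjusted p = 0.541, range 0.344 to 0.973), uncalled as before. The cause was not tested.

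For Paneth cells against ISC/proliferating cells, the log2 ratio of -1.01 moved to -0.45 with Vil1 kept among the variable genes, and reversed to 0.35 in edgeR with sums of at least 3 cells (adjusted p = 0.739). In the same sums without TMM, an added setting, it was -0.9996 (adjusted p = 0.0472), so the reversal depends on the TMM factors of the small Paneth sums. Leaving out each library gave -1.37 to -0.73.

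Vil1 in I, N and EC cells against D, L and K cells kept its direction under 21 of 21 alternatives, from 0.40 to 1.23. Without each library in turn it lay between 0.53 and 1.03, the highest without the duodenum, where no test was possible. The adjusted p ranged from 0.163 to 1.00. Vil1 in EC and N cells against I, D, L and K cells passed the threshold with no filter on low genes (1.08, adjusted p = 0.0265) and without the duodenum (1.32, adjusted p = 0.000419), in a range of adjusted p from 0.000419 to 0.481. Over the 3 fits that each left out a library it lay between 0.90 and 1.32. The cause was not tested. The log2 ratio of I cells against D and L cells, -0.55, moved to 0.24 with at most 20% mitochondrial UMIs, to 0.41 with EECs defined by Chga and Neurod1, and to 0.35 without the EEC cluster with most Vil1, which holds 1 D cell and no I cell. Leaving out each library gave -0.66 to -0.13. The cause was not tested for the other 2 settings.

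The log2 ratio of Sct in D cells against the other subtypes, -4.56, moved to -4.39 with EECs defined by Chga and Neurod1 UMIs and to -4.15 with cells past exactly 1 threshold, and lay between -5.79 and -4.22 without each library. D cells stayed lower in all of these. The ratio of Vil1 in enterocytes of the ileum over the duodenum, 1.43, moved to 1.24 for the share of cells after thinning and to 1.21 without mitochondrial UMIs, and in EECs the ratio between the highest and the lowest segment moved to 2.09 after thinning. The number of EECs ranged from 130 to 171. With the rule for cells past several thresholds, the number of I cells moved from 12 to between 7 and 22, and that of L cells from 8 to between 4 and 12, the highest under the added order read from Fig. 4i.

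Some alternatives gave no value. For I cells against D and L cells and for Sct in D cells too few sums reached the model, so those for TMM, DESeq2, the gene filter, the block and the size of sums were not run, nor were the first 4 for Paneth cells. Subtracting the level in T cells left a value in only 1 library for EECs against ISC/proliferating cells and in none for the subtype comparisons of Vil1 and for Paneth cells. With 12 I cells, 9 D cells and 8 L cells, depth limits what can be said of single subtypes, since the counting intervals of their levels overlap.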

Differences from the paper's values

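No comparison in this part was chosen only after its result was seen, apart from the setting named below as such. None of the values that the paper states or plots for its single-cell data differed from the re-analysis by more than the criterion used, which asks for a factor above 1.5, or on a log scale for a gap beyond the larger error. The remaining differences concern statements.

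The paper states in its discussion that I cells express more Vil1 than L, D and K cells. On summed UMIs, I cells stood at 1.58 UMIs per 10000, below D cells at 2.29, L cells at 2.04 and K cells at 1.78, with overlapping intervals. The medians of single cells on the natural log scale had the paper's order, with 1.03 in I cells, 0.618 in D cells, 0.896 in L cells and 0.912 in K cells. They kept it under the other rules for cells past several thresholds, except when such cells went to the first marker, which gave 1.46 in 5 L cells against 0.995 in I cells. With at most 20% mitochondrial UMIs per cell, L cells also had the higher median, 1.03 against 0.936 in I cells. Under the first-marker rule the L cell median differs from about 0.8 in Fig. 4i, read by eye. On summed UMIs, I cells lay above D and L cells with at most 20% mitochondrial UMIs per cell (log2 ratio 0.24) and with EECs defined by Chga and Neurod1 UMIs (0.41), while the other alternatives set before the data were examined kept them below. Without the EEC cluster with the highest Vil1, a setting chosen after seeing the values, the ratio was 0.35.

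The paper states that Cck cells with high Vil1 have no counterpart among Sst and Gcg cells. Here the highest single I cell had a value of 1.81 on the natural log scale, and 2.37 was reached by a D cell and 2.09 by an L cell. The I value rests on 2 Vil1 UMIs in 3921 UMIs and the L value on 3 in 4211, too few to rank these cells. The D value rests on 21 Vil1 UMIs in 21582. This D cell belongs to the EEC cluster with the highest Vil1, and the D cell after it had a value of 1.11, below the highest I cell. Above the median of all EECs lay 3 of 12 I cells, 1 of 9 D cells and 3 of 8 L cells.

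The paper states that immune cells lacked Vil1. Here 27.4% of immune cells held a Vil1 UMI, and the level in T cells was 2.08 UMIs per 10000. In T cells Vil1 lay at 14.1% of the enterocyte level and the 13 enterocyte markers at a median of 12.8%. RNA from enterocytes may thus account for these UMIs in T cells, and they do not show expression by T cells. The other immune types were not compared with the markers, so the source of their Vil1 UMIs stays open. The median T cell, B cell and IgA B cell held no Vil1 UMI, as the paper's violin plot shows, and neither did the median of all immune cells. A Vil1 UMI was found in 53.8% of the 26 macrophages/monocytes and in 50% of the 24 dendritic cells.

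The paper's supplementary legend places most Vil1 in a pair of EEC clusters. Here the highest level, 9.85 UMIs per 10000, was in a cluster of 9 cells, and the following levels were 4.54 and 3.87. In the 9 cells the enterocyte markers stood at a median of 60.1% of their level in enterocytes, and without that cluster the 2 highest levels are those of the clusters of 31 and 40 cells.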

Other observations

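Among the tests in this part, the settings that leave out the EEC cluster with the highest Vil1, the resampling of cells for Vil1 in EECs, the levels by segment without mitochondrial UMIs and the rules for Tac1 were chosen only after the result was seen. All patterns were found in the same data on which they were tested.

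Vil1 UMIs in T cells amounted to 14.1% of the number they would hold at the level of enterocytes of their library (95% interval 13.3 to 14.9%). The 13 enterocyte markers lay at a median of 12.8%, from 10.7% to 21.7%, and in each of the 3 libraries Vil1 fell inside the range of the markers. The Vil1 UMIs were also concentrated, with 79.9% of them in the 10% of T-cell barcodes with the largest share of enterocyte marker UMIs, 71.6% in the duodenum, 68.3% in the jejunum and 81.3% in the ileum. Both results are consistent with RNA from enterocytes, mostly in a small part of the barcodes, as the source of Vil1 in T cells. Whether these barcodes hold whole enterocytes next to T cells or captured loose RNA stays open, and expression of Vil1 by T cells was not tested in another way.

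In EECs, Vil1 stood at 24.9% of the enterocyte level (22.9 to 26.9%), above the median of the markers, 14.0%. In the duodenum Vil1 lay at 30.9% and the markers at a median of 17.3%, in the jejunum at 19.9% and 12.8%, and in the ileum at 22.2% and 11.3%. The most abundant markers, Apoa1 and Apoa4, stood at 10.5% and 11.9%, but Sis lay at 62.9%, and at 125% in the jejunum and 109% in the ileum, above enterocytes themselves. Over all libraries Vil1 exceeded 12 of the 13 markers, against 8 in T cells, and in each library 10 of the 13, fewer than the 12 asked for at the start. In the duodenum, 1 of the 3 markers above Vil1 was Fabp6, with 1 UMI. Without the EEC cluster with the highest Vil1, Vil1 stood at 20.7% and the markers at a median of 9.92%, and in the ileum at 17.2% and 4.99%. With cells resampled, the share of Vil1 was 1.80 times the median share of the markers with at least 10 expected UMIs in the duodenum (95% interval 1.47 to 2.57), 1.55 times in the jejunum (1.25 to 2.08) and higher still in the ileum, where the interval, up to 3.07, lay above 1 as well. The intervals also lay above 1 without that cluster, while in T cells they included 1 in each library (0.710 to 2.25, 0.961 to 1.59 and 0.943 to 1.22). This argues against RNA from average enterocytes as the whole source of Vil1 in EECs, but not as the source of a part. The 10% of EEC barcodes richest in enterocyte markers held 41.2% of the Vil1 UMIs (40.1% in the duodenum, 58.4% in the jejunum and 37.3% in the ileum), a share that leaves open how much of Vil1 came with them. Without these barcodes the level was 2.34, 1.34 and 2.43 UMIs per 10000 in EECs of the 3 segments, and 1.48, 0.517 and 0.489 in T cells treated in the same way. The counting intervals were apart in the jejunum and the ileum and overlapped in the duodenum. Enterocyte marker UMIs still made up 0.647%, 0.503% and 0.373% of UMIs in the remaining EECs, against 0.545%, 0.253% and 0.248% in the remaining T cells. The trimmed groups were therefore not equally free of these UMIs. RNA from early enterocytes or other epithelial cells was not tested.

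Vil1 in I, N and EC cells against D, L and K cells had a log2 ratio stratified by library of 0.71 (standard error 0.16). With the UMIs of hormone genes left out of the total, which made up 17.1% of UMIs in the first group and 23.9% in the second, it was 0.60, so these genes do not account for most of it. Leaving out the 10% of EECs of each library richest in enterocyte markers gave 0.74 (interval 0.37 to 1.12), and for EC and N cells against I, D, L and K cells 0.86 (0.52 to 1.21) in place of 0.99, which argues against a few mixed barcodes as the cause. RNA from enterocytes spread over all barcodes cannot be told apart from expression, since the markers went both ways, with a median log2 ratio of -0.024 and a range from -1.26 to 3.07, and Apoa1 (1.23) and Apoa4 (1.34) rose more than Vil1. A difference in depth cannot be told apart either. After thinning to 800 UMIs, 26.7% of I, N and EC cells (18.9 to 35.7%) and 18.4% of D, L and K cells (7.74 to 34.3%) held a Vil1 UMI, a difference of 8.30 percentage points within the counting intervals. A biological difference between the subtypes thus stays open, and these comparisons do not separate subtype from the segments in which each is frequent beyond the stratification.

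The 15 EECs past no threshold had 2.31 times the Vil1 level of the other EECs (1.88 to 2.83) after stratification by library. The 13 enterocyte markers were raised by a median of 2.78-fold, from 0.721 to 7.22, so RNA from enterocytes may account for it. A larger share of immature EECs could not be judged, with 1 Neurog3 UMI in these cells and 0 in the others. In the EEC cluster with the highest Vil1, 9 cells of which 4 were assigned to N, 2 to EC, 1 to D and 2 to no subtype, Vil1 stood at 70.6% of the enterocyte level (59.4 to 83.3%) and the markers at a median of 60.1%. These barcodes may therefore be mixtures of an EEC and an enterocyte, although Scrublet called 0 of them doublets, as it did for every EEC. Without this cluster the level of Vil1 in EECs was 2.64 UMIs per 10000 (2.41 to 2.90), and the log2 ratio stratified by library was 0.66 for I, N and EC cells against D, L and K cells and 0.88 for EC and N cells against I, D, L and K cells. For I cells against D and L cells it changed sign to 0.35 (-0.49 to 1.19), because the single D cell in this cluster held 21 of the 35 Vil1 UMIs of D cells.

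In enterocytes the ileum had 1.43 times the Vil1 level of the duodenum. Mitochondrial UMIs are a larger part of the total in the duodenum and the jejunum. Without them this ratio fell to 1.21, with 14.5 UMIs per 10000 in the duodenum, 18.1 in the jejunum and 17.5 in the ileum, so the order of the jejunum and the ileum changed and the highest level was 1.24 times the lowest. With the 20 leading genes of enterocytes left out as well, the highest was 1.34 times the lowest. The remaining differences exceed counting error, but single libraries do not show whether they exceed the spread between libraries of 1 segment, so neither choice of total can be excluded as the cause. Each segment has 1 library, so a difference between segments cannot be told apart from one between libraries, and the segment itself was not tested.

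EC cells with a Tac1 UMI (22 cells) had 4.54 Vil1 UMIs per 10000 UMIs (3.71 to 5.49), and the 23 EC cells without one had 3.05 (2.20 to 4.10). The first had a median of 9516 UMIs and the second of 3469, so cells without a Tac1 UMI include some in which it was missed. The log2 ratio stratified by library was 0.56, and 0.34 to 0.58 under 4 rules for the subtypes added after the data were seen. No test was made, and crypt and villus cells were not told apart in the counts.

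Splits of the sums into other groups of 3 and 3 were counted for the comparisons with 3 sums in each group. The real split alone gave an F statistic as large, 1 of 10 splits each, for Vil1 in EECs against enterocytes, EECs against ISC/proliferating cells, T cells against EECs, Sct in EECs against all other epithelial cells, and Vil1 in EC and N cells against I, D, L and K cells. With 10 splits the share cannot go below 0.1, so chance cannot be excluded this way.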
